# Comparative transcriptome analysis of *Arabidopsis thaliana *infested by diamond back moth (*Plutella xylostella*) larvae reveals signatures of stress response, secondary metabolism, and signalling

**DOI:** 10.1186/1471-2164-9-154

**Published:** 2008-04-09

**Authors:** Jürgen Ehlting, Sunita G Chowrira, Nathalie Mattheus, Dana S Aeschliman, Gen-Ichiro Arimura, Jörg Bohlmann

## Abstract

**Background:**

Plants are exposed to attack from a large variety of herbivores. Feeding insects can induce substantial changes of the host plant transcriptome. *Arabidopsis thaliana *has been established as a relevant system for the discovery of genes associated with response to herbivory, including genes for specialized (i.e. secondary) metabolism as well as genes involved in plant-insect defence signalling.

**Results:**

Using a 70-mer oligonulceotide microarray covering 26,090 gene-specific elements, we monitored changes of the Arabidopsis leaf transcriptome in response to feeding by diamond back moth (DBM; *Plutella xylostella*) larvae. Analysis of samples from a time course of one hour to 24 hours following onset of DBM feeding revealed almost three thousand (2,881) array elements (including 2,671 genes with AGI annotations) that were differentially expressed (>2-fold; p[t-test] < 0.05) of which 1,686 also changed more than twofold in expression between at least two time points of the time course with p(ANOVA) < 0.05. While the majority of these transcripts were up-regulated within 8 h upon onset of insect feeding relative to untreated controls, cluster analysis identified several distinct temporal patterns of transcriptome changes. Many of the DBM-induced genes fall into ontology groups annotated as stress response, secondary metabolism and signalling. Among DBM-induced genes associated with plant signal molecules or phytohormones, genes associated with octadecanoid signalling were clearly overrepresented. We identified a substantial number of differentially expressed genes associated with signal transduction in response to DBM feeding, and we compared there expression profiles with those of previously reported transcriptome responses induced by other insect herbivores, specifically *Pieris rapae*, *Frankliniella occidentalis*, *Bemisia tabaci*,*Myzus persicae*, and *Brevicoryne brassicae*.

**Conclusion:**

Arabidopsis responds to feeding DBM larvae with a drastic reprogramming of the transcriptome, which has considerable overlap with the response induced by other insect herbivores. Based on a meta-analysis of microarray data we identified groups of transcription factors that are either affected by multiple forms of biotic or abiotic stress including DBM feeding or, alternatively, were responsive to DBM herbivory but not to most other forms of stress.

## Background

*Arabidopsis thaliana *has emerged as a useful system for genomic studies of plant insect-interactions [1-6]. Because of the large amount of genomic information available for Arabidopsis, it is possible to perform comparisons of gene expression profiles across many different conditions or treatments including various forms of interactions with herbivores and pathogens [1,2]. With regard to specific pathways involved in plant defence against insects, the Arabidopsis genomic resources have much advanced, for example, the discovery of genes and proteins of secondary metabolism (specifically glucosinolate, phenolic, and terpenoid metabolism) [7-11], as well as genes involved in plant-insect defence signalling [12-14].

Previous large-scale gene expression microarray analyses of Arabidopsis-herbivore interactions involved plants affected by *Pieris rapae *(larvae of cabbage white butterfly), *Spodoptera littoralis *(larvae of mediterranean brocade), *Frankliniella occidentalis *(western flower thrip), *Bemisia tabaci *(silverleaf whitefly nymphs), *Brevicoryne brassicae *(cabbage aphid), and *Myzus persicae *(green peach aphid) [1-5,15]. These insects represent leave-chewing larvae (*P. rapae *and *S. littoralis*) as well as cell-sucking (*F. occidentalis*) or phloem sap-feeding (*M. persicae*, *B. brassicae*, *B. tabaci*) adults with *P. rapae *and *B. brassicae *being specialist herbivores adapted to members of the *Brassicaceae *as their hosts. The present study complements previous work with an analysis of Arabidopsis rosette leaves fed upon by larvae of a different leave-chewing specialist herbivore, *Plutella xylostella *(diamond back moth – DBM). DBM larvae feed on several crucifer plants and are a frequent pest of agricultural crops including cabbage, broccoli, cauliflower, and rape [16].

Overall, our findings from a fully replicated time-course transcriptome analysis of Arabidopsis challenged by DBM larvae identified almost three thousand (2,881 array elements; 2,671 genes with AGI annotations) differentially expressed genes (>2-fold; p[t-test] < 0.05) and several distinct temporal patterns of changes of transcript abundance with prominent changes of transcripts associated with stress response, secondary metabolism, and signalling. In addition, we provide a first comprehensive meta-analysis of array data of herbivore-induced Arabidopsis transcription factors, which identified insect-induced transcription factors that are also affected by other forms of biotic or abiotic stress as well as transcription factors that appear to be more specific to the insect-induced response.

## Results

### Overall changes of the Arabidopsis leaf transcriptome in response to DBM

Arabidopsis rosette leaves (ecotype *Ler*) were challenged with feeding DBM larvae (third to fifth instars). For microarray gene expression profiling, rosette leaves were harvested after 1 h, 4 h, 8 h, and 24 h of continuous DBM feeding. For each time point leaves were also harvested from unchallenged control plants. In order to obtain enough plant material for RNA isolation (leave material became limiting in particular at the later time points of DBM feeding) each treatment and time point consisted of four or five plants grown together in one pot and exposed to a group of seven DBM larvae. For each treatment and control and for each time point two independent biological replicate experiments were performed and RNA derived from each biological replicate was used for two separate array hybridizations each using reversed fluorescence labels (dye-flip). This experimental design thus resulted in four replicate microarray hybridizations per time point and treatment with two biological and two technical replicates comparing RNA derived from treated plants with the corresponding control harvested in parallel.

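The lipoxygenase LOX3 (At1g17420), which starts jasmonate synthesis, had log2 ratios of 1.90 and 1.93 in biological replicates 1 and 2 at 1 h. The repressor of jasmonate signalling JAZ1 (At1g19180) had 1.45 and 2.31 at 4 h. The defence gene PRB1 (At2g14580), which the paper ties to salicylic acid dependent defence, had -3.99 and -2.36 at 4 h. Over all probes the 2 replicate averages correlated at r = 0.06 at 1 h, 0.15 at 4 h, 0.59 at 8 h and 0.56 at 24 h. The dye-flip arrays of a replicate correlated at 0.22 to 0.55 once both were turned to DBM over control.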

The microarray used in this study is based on a set of 26,090 Arabidopsis gene specific 70-mer oligonucleotides [9]. Upon removal of manually flagged spots, background correction, and flooring, on average 12.5 % of all spots were excluded from further analyses as non-detectible. Signal intensities were used for loess normalization thereby generating log_2_-ratios comparing each treatment with the corresponding control. For each time point, we first used the data from the four replicate arrays to perform a Student's *t*-test and to calculate mean expression ratios for each treatment sample relative to the corresponding control. In order to assess the type I error rate, we calculated *q*-values estimating the false discovery rate based on the parametric *p*-values obtained from the *t*-statistic [17]. We then used the four normalized expression ratios from each of five time points (for a total of 20 data points) to perform an analysis of variance (ANOVA) and again estimated the false discovery rate based on the distribution of parametric *p*-values (Figure 1). Normalized expression ratios for all probes on the array as well as results for all statistical analysis are provided in Additional File 1. As expected, higher *p*-values from *t*-statistics are associated with a higher false discovery rate; for example, after 8 h of herbivory 4,576 probes were characterized with *p*(*t*-test) < 0.05, but have a 11% chance to be falsely discovered (*q *< 0.110), while only 1,476 probes are characterized with *p*(*t*-test) < 0.01, and these have only a 6.8% chance to be falsely discovered (Table 1). However, a relatively large number of array probes were associated with high *p*-values (up to at least 0.08), which still contain a substantial number of truly differentially expressed genes (Figure 1), as estimated from the higher frequency of genes in these *p*-value bins compared to the frequency expected if no genes were differentially expressed (indicated by a horizontal line in Figure 1). Thus, by using a low *p*-value cut-off (0.01), we would reduce the number of falsely discovered genes, but would also miss a substantial number of truly differentially expressed genes. Therefore, assuming that high fold change differences is associated with a lower likelihood of being false positives, we initially defined as 'differentially expressed' (i.e. genes with DBM-induced change in transcript abundance) those genes for each time point that were associated with a *t*-test *p*-value of less than 0.05 (accepting a false discovery rate of up to 0.4) and also displayed a more than two-fold change between treatment and control. 

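At 8 h the limma fit on the 2 biological replicates calls 1213 probes higher and 112 lower of 19954 tested, at an adjusted p under 0.05. Among them are VPS34 (At1g60490), a phosphatidylinositol kinase of vesicle traffic, at 5.58 (SE 0.29, adjusted p = 0.000435), and MEE53 (At4g10560), named for an embryo arrest mutant, at 4.70 (SE 0.35, adjusted p = 0.0012). GN (At1g13980), a regulator of vesicle trafficking needed for auxin transport, fell to -1.64 (SE 0.34, adjusted p = 0.0264). Without 8 h replicate 1, VPS34, MEE53 and GN keep their calls (adjusted p = 0.0163 to 0.0328), and without replicate 2, VPS34 and MEE53 keep their calls (adjusted p = 0.00627) and GN loses its (adjusted p = 0.187). The genes named here do not stand for the rest, since most of the 8 h calls were lost without replicate 1, and also without replicate 2. The methods' t-test over the 4 arrays of 8 h leaves no probe after a Benjamini-Hochberg correction, against 3920 probes with p under 0.05. The array's 11 measured negative control probes, of random sequence, had a median log2 ratio of 1.28 at this time. It was 1.99 in replicate 1 and 0.29 in replicate 2, and 6 of the 11 rose when adjusted over the controls alone. These random-sequence probes are the negative controls meant throughout. A dim human gene control without added target stood at -0.02 at 8 h.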

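At4g23770 and At5g46380 rose most at 4 h, with log2 ratios of 5.87 (SE 0.42, adjusted p = 0.00548) and 4.94 (SE 0.27, adjusted p = 0.0305), each over 2 biological replicates. The only other probe called at 4 h in the limma fit, of At5g07730, stood at 2.97 (SE 0.30, adjusted p = 0.0309). Leaving out a 4 h replicate gives 12 calls without replicate 1, of which 1 is shared, and 1 call without replicate 2. At 1 h limma calls 0 of 20834 probes, with 657 at an unadjusted p under 0.05 and a smallest adjusted p of 0.128. The times share an estimate of the spread, while the median SD between replicates was 0.25 at 1 h. It was 0.36, 0.32 and 0.27 at 4, 8 and 24 h, so the shared spread is wide for the 1 h data. The methods' t-test with its 2-fold limit finds 116 probes at 1 h and 500 at 4 h in the scanner values, none of them after a Benjamini-Hochberg correction.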

Using this definition, the number of differentially expressed transcripts at each time point was found to range from 130 (98 up- and 32 down-regulated) after 1 h of DBM feeding to 1,805 (1,246 up- and 559 down-regulated array elements) after 8 h of herbivory, with a total of 2,881 transcripts that were differentially expressed in at least one time point (Table 1). Among these 2,881 transcripts, 1,854 were significantly up-regulated (designated group A in Additional File 1) while 1,007 were significantly down-regulated (group B) and only 20 were up-regulated at one time point and down-regulated at another (group C in Additional File 1, Table 1). 

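Among the 10 largest increases at 24 h were those of the F-box gene At5g56370, 4.13 (SE 0.37, adjusted p = 0.0107), and of LTP4 (At5g59310), a lipid transfer protein of the epidermis, 4.46 (SE 0.44, adjusted p = 0.0169). Among the 10 largest decreases were those of the germin-like cell wall proteins GLP8 (At3g05930), -3.80 (SE 0.69, adjusted p = 0.0401), GER1 (At1g72610), -2.65 (SE 0.50, adjusted p = 0.0445), and GER3 (At5g20630), -2.51 (SE 0.40, adjusted p = 0.0308), and of the cytochrome P450 CYP81K2 (At5g10600), -2.66 (SE 0.37, adjusted p = 0.0245). Across 2 biological replicates 237 probes rose and 53 fell at 24 h, and of the probes called at both late times 113 rose at 8 h and at 24 h, 10 fell at both and 1 changed direction. Without either 24 h replicate no probe on the array is called at 24 h, and the genes named here then have adjusted p = 0.0598 to 0.429. At an unadjusted p under 0.05 there are 1602 probes without replicate 1 and 2406 without replicate 2.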

Relatively few genes were differentially expressed at 1 h after the onset of feeding with increasing numbers of differentially expressed genes until 8 h after DBM feeding. 

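At 1 h the ethylene response factor ERF11 (At1g28370), a repressor of wound and pathogen signalling, had a log2 ratio of 2.21 (SE 0.39, adjusted p = 0.952), and MYB95 (At1g74430), a transcription factor gene with little known function, 1.71 (SE 0.28, adjusted p = 0.952). The stress gene HVA22D (At4g24960), induced by abscisic acid, had 1.58 (SE 0.30, adjusted p = 0.952), and no gene passed at this time. The median log2 ratio of the called increases at 8 h was 1.88 and that of the called decreases -1.28. With 2 replicates, a simulated change of log2 1 is called in 0% of cases at 1 h and one of log2 2 in 62%, so moderate early changes would go uncalled.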

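Late in feeding the jasmonate response gene VSP2 (At5g24770), which encodes an acid phosphatase toxic to insects, stood at 3.33 (SE 0.54, adjusted p = 0.0335) at 24 h in 2 biological replicates. The polyamine synthesis gene ADC2 (At4g34710), induced by wounding, was also high, at 2.08 (SE 0.32, adjusted p = 0.0297). By contrast 1 probe of At1g18460, a lipase-like gene, was 45.3-fold higher at 8 h (adjusted p = 0.0014) and stood at -0.50 (adjusted p = 0.672) at 24 h, but the brighter probe of At1g18460 stood at -0.05 at 8 h (adjusted p = 0.929), so the gene's own change is left open. The oxygenase-like At3g11150, not measured at 24 h, was at 5.13 (SE 0.57, adjusted p = 0.00448) at 8 h. Of the probes higher at 8 h, 1100 were not called at 24 h, of which 1013 were tested there. Another 124 were called higher at 24 h and not at 8 h, some of them, such as JAZ7, without a measured ratio at 8 h. At1g18460 and At3g11150 keep their calls at 8 h without replicate 1 (adjusted p = 0.0273 and 0.0481) and without replicate 2 (adjusted p = 0.00627 and 0.0263). At 24 h no call remains without replicate 1 or without replicate 2, and the genes named here then have adjusted p = 0.179 to 0.249. Simulated changes of log2 2 are called in 56% of cases at 8 h and 58% at 24 h. The simulation gives both times the same spread and 200 changed probes, so it does not compare their power in these data. The negative control probes had a median of 1.28 at 8 h.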

Despite ongoing feeding, fewer genes are differentially expressed at 24 h after the onset of feeding. 

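Among the fewer genes that fell at 8 h in 2 biological replicates, At5g35480 stood at -2.03 (SE 0.31, adjusted p = 0.00885) and the gibberellin-regulated cell wall gene GASA6 (At1g74670) at -2.51 (SE 0.47, adjusted p = 0.0176). Its relative GASA4 (At5g15230), linked to light and growth responses, fell at 24 h to -2.26 (SE 0.27, adjusted p = 0.0178). Of the called probes, 91.5% rose at 8 h and 81.7% at 24 h, and at an unadjusted p under 0.05 the increases outnumber the decreases by 3102 to 1576 and by 1923 to 1536. Leaving out 8 h replicate 1, At5g35480 keeps its call (adjusted p = 0.0331) and GASA6 loses its (adjusted p = 0.223), while leaving out replicate 2, GASA6 keeps its call (adjusted p = 0.0495) and At5g35480 loses its (adjusted p = 0.0643). The 24 h calls are lost when either 24 h replicate is left out, and the genes named here then have adjusted p = 0.127 to 0.347. In the deposited log2 ratios, whose 8 h median over all probes is -0.17, 85.2% of the 8 h calls are increases. At 8 h the array's negative controls had a median of 1.28.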

At all time points, much fewer transcripts were down-regulated then up-regulated (Table 1). In summary, a total of 2,881 probes representing the Arabidopsis leaf transcriptome met our strict definition of differential expression in response to DBM feeding in showing a significant (p[t-test] < 0.05) and more than twofold difference of transcript abundance between treatment and control for at least one time point.

**Table 1:** Overall summary of differentially expressed genes

	p(t-test) < 0.01		p(t-test) < 0.05		p(t-test) < 0.05, FC^b^>2			
			
Treatment	genes	max. FDR^a^	genes	max. FDR^a^	genes, total	up	down	mixed
1 h	327	0.589	1350	0.719	130	98	32	-
4 h	524	0.307	2019	0.402	532	407	125	-
8 h	1476	0.068	4576	0.110	1805	1246	559	-
24 h	854	0.173	3124	0.238	1154	658	496	-
In at least 1 time point	2830	-	8471	-	2881	1854	1007	20

	p(ANOVA) < 0.01		p(ANOVA) < 0.05		p(ANOVA) < 0.05, FC^c^>2			
	
Treatment	genes	max. FDR^a^	genes	max. FDR^a^	genes			

All	1756	0.084	4093	0.169	3111^d^			

^a ^the highest expected false discovery rate (FDR); i.e. the maximal q-value observed for the given p(t-test) cut-point

^b ^fold-change between treatment and control

^c ^maximum fold change between treatments [max (treatment/control)/min (treatment/control)]

^d ^of these 3111 genes only 1686 genes are also among the group of 2881 genes that are differentiallyexpressed in at least one time point with p(t-test) < 0.05 and FC^b ^> 2

**Figure 1:**
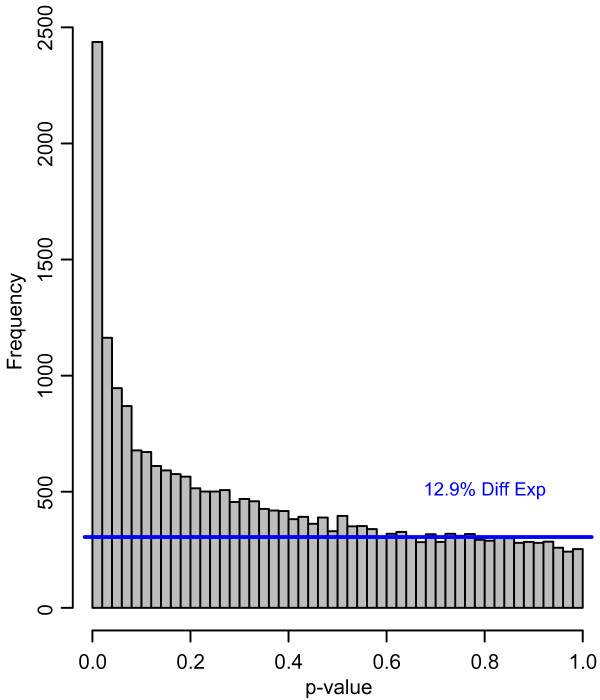
**Distribution of parametric p-values from ANOVA**. For each of the 26,090 probes present on the microarray, normalized expression ratios from four replicate arrays for each of the four time points were used for an analysis of variance (ANOVA). Shown is the frequency distribution of the resulting p-values. A horizontal line indicates the estimated NULL distribution separating the number of true positive tests (above the line) from negative tests within a given p-value bin (falsely discovered genes)

### Temporal patterns of the Arabidopsis leaf transcriptome affected by DBM

To estimate the number of genes that were changing in expression between at least two time points we performed an analysis of variance (ANOVA), and found 3,111 genes that changed more than twofold with *p*(ANOVA) < 0.05 (Table 1). However, of these only 1,686 were also differentially expressed between treatment and control in at least one time point. These 1,686 genes, which met our most stringent definition of differential expression in response to DBM feeding over the 24 hour time course, were placed into nine expression clusters based on their temporal patterns of expression profiles identified by K-means clustering (Figure 2; identification of genes belonging to each cluster is provided in Additional File 1). 

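The response of At4g23770 differed between time points (adjusted p = 0.00374), as did that of VPS34 (adjusted p = 0.00374), MEE53 (adjusted p = 0.0218) and the receptor-like kinase LYK3 (At1g51940), whose LysM domain binds chitin-like sugars (adjusted p = 0.0261). The transcription factor gene NAC046 (At3g04060), a promoter of leaf senescence, passed at adjusted p = 0.029, and RAP2.6 (At1g43160), an ethylene response factor family gene, at 0.0445. Over the 8 replicate averages limma's F test across the 4 time points calls 84 of 18384 probes, with 2215 at an unadjusted p under 0.05. Between neighbouring times 1 probe was higher at 4 h than at 1 h, 46 were higher at 8 h than at 4 h, and from 8 h to 24 h 158 fell and 7 rose. Leaving out 1 replicate at a time gives between 0 and 153 probes by the F test. Counting the arrays separately, the methods' ANOVA gives 3849 probes with p under 0.05, of which 2986 change over 2-fold. Negative control probes stood at a median of 1.28 at 8 h.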

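NAC046 went from 1.33 at 4 h to 2.42 (SE 0.27, adjusted p = 0.00322) at 8 h and -0.47 (adjusted p = 0.442) at 24 h over 2 biological replicates. LYK3 has a similar course, from 0.18 at 4 h to 2.75 (SE 0.30, adjusted p = 0.00287) and -1.08 (adjusted p = 0.121), and the auxin-linked Dof factor gene OBP1 (At3g50410) from -0.03 to 2.68 (SE 0.33, adjusted p = 0.00448) and -0.01 (adjusted p = 0.994). The 4 h peak of the K-means profiles in the deposited log2 ratios belongs to 99 probes, with a mean log2 ratio of 1.61 at 4 h and -0.40 at 1 h. The 8 h peak belongs to clusters of 432, 260 and 64 probes, with means of 1.53, 2.49 and 3.84. If 8 h replicate 1 is left out, NAC046 and LYK3 keep their calls (adjusted p = 0.0372 and 0.0356) and OBP1 loses its (adjusted p = 0.053), and if replicate 2 is left out, NAC046, LYK3 and OBP1 keep their calls (adjusted p = 0.0156 to 0.0194). Of the probes that rose most at a single time in this set, 820 did so at 8 h and 14 at 1 h, while the negative control probes also have their highest median, 1.28, at 8 h.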

While 71 genes displayed a rapid transient up-regulation within 1 h upon onset of herbivory (Cluster A), a total of 779 genes peaked at 8 h (cluster B and cluster C). 

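The wound-inducible nitrate transport protein gene WR3 (At5g50200) moved late, to 1.91 (SE 0.33, adjusted p = 0.0355) at 24 h from -0.15 (adjusted p = 0.813) at 8 h in 2 biological replicates. The lectin gene JAL22 (At2g39310), of the jacalin family, stood at 3.49 (SE 0.33, adjusted p = 0.0245) and was not measured at 8 h. The ethylene-family factor gene RAP2.6 was already at 0.40 at 1 h and at 1.90 at 4 h, then at 2.47 (SE 0.28, adjusted p = 0.00314) and 3.42 (SE 0.28, adjusted p = 0.00954). Late profiles with means of 1.73 and 0.15 at 24 h and 8 h hold 197 probes, and a cluster of 73 probes stays high from 4 h on, with means of 2.00, 2.20 and 2.82. Both without 8 h replicate 1 (adjusted p = 0.0273) and without replicate 2 (adjusted p = 0.0219) RAP2.6 keeps its call. No 24 h call holds without 1 of the 24 h replicates, and the genes named here then have adjusted p = 0.0598 to 0.261. Set beside this, the array's own negative controls had an 8 h median of 1.28.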

Another group of differentially expressed genes showed up-regulation of transcript abundance mainly at late time-points (cluster D), while 234 genes were up-regulated early during the treatment and maintained high expression levels relative to control plants (cluster E).

**Figure 2:**
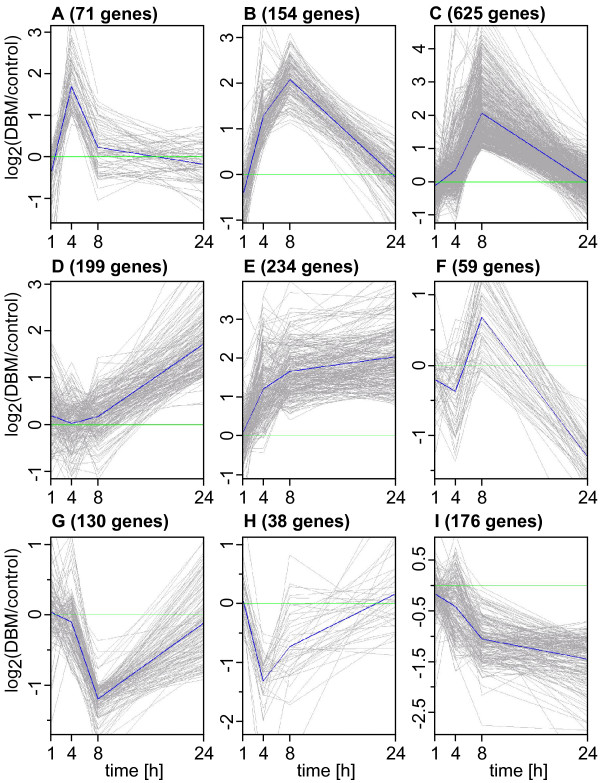
**Expression profiles based on K-means clustering**. Mean log_2_-expression ratios for genes that are differentially expressed in at least one time point (p[t-test] < 0.05 with more than two-fold change of transcript abundance between treatment and control) and which are also changing more than two-fold over time with p(ANOVA) < 0.05 were used for K-means clustering. Each gene within a given cluster is shown with a grey line and the mean expression profile from all genes in a given cluster is indicated with a single blue line. Cluster designation and the number of genes in each cluster are shown above each panel.

Similarly, many down-regulated genes displayed transient expression profiles (cluster G and cluster H), although a majority of down-regulated genes maintained lower expression levels over the time course analyzed (cluster I). 

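The brassinosteroid-linked growth factor gene BEE2 (At4g36540), of the bHLH family, fell at 8 h to -1.62 (SE 0.36, adjusted p = 0.0325) in 2 biological replicates and stood at -1.33 (adjusted p = 0.112) at 24 h. The related growth regulator gene HBI1 (At2g18300) fell to -1.51 (SE 0.31, adjusted p = 0.0256) and stood at -1.38 (adjusted p = 0.0736) later. The BPC family gene At4g01930 fell at both times, to -1.47 (SE 0.31, adjusted p = 0.0269) and -1.67 (SE 0.31, adjusted p = 0.0417). In the deposited log2 ratios the K-means clusters of decreasing probes hold 161 with means of -1.10 at 8 h and -0.07 at 24 h, and 205 with -0.89 and -1.44. Whichever 8 h replicate is left out, BEE2, HBI1 and At4g01930 lose their calls (adjusted p = 0.0874 to 0.264 without replicate 1, 0.0661 to 0.184 without replicate 2). Leaving out either 24 h replicate leaves no call at 24 h, and At4g01930 then has adjusted p = 0.188 to 0.431. A median of 1.28 was measured at 8 h on the negative control probes.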

Interestingly, a portion of genes placed in the down-regulated clusters displayed reversed expression ratios at different time points, e. g. some genes in cluster H were transiently down-regulated at early time-points but were up-regulated later in the experiment. Likewise, many genes in cluster I were transiently up-regulated early in the treatment, but were down-regulated 24 h after the onset of DBM feeding. In reverse, many genes in cluster F were up-regulated 8 h into the time course, but displayed repressed expression at the 24 h time point. This cluster also contains genes that display a biphasic expression pattern, with repressed expression at early (1 h) and late (24 h) time points.

In summary, it is noteworthy that despite continuous insect feeding over the time period analyzed, a majority (60%) of up-regulated genes displayed a transient pattern of change of transcript abundance.

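Among genes that rose at 8 h, MEE53 was at 0.11 (adjusted p = 0.924) at 24 h and VPS34 at 0.17 (adjusted p = 0.84), each from 2 biological replicates. The floral regulator gene SEP3 (At1g24260) went from 2.07 (SE 0.27, adjusted p = 0.00533) to -0.66 (adjusted p = 0.271). Probes higher at 8 h and measured at all 4 times had a median of 1.83 at 8 h and 0.18 at 24 h. By limma's contrast of 24 h with 8 h, 14.5% of these probes, 154 of 1063, were lower at 24 h, and 71.4% had a fold at 24 h more than 2 times below that at 8 h, without a test. Of the 8 h calls named, SEP3 loses its call (adjusted p = 0.0503) without replicate 1, and SEP3 keeps its call (adjusted p = 0.0293) without replicate 2. Without 8 h replicate 2 the tested share is 40.2%, and without 8 h replicate 1 or either 24 h replicate it is 0%. The negative controls had medians of 1.28 at 8 h and -0.07 at 24 h. At 8 h their median was 1.99 in replicate 1 and 0.29 in replicate 2, and 6 of the 11 measured rose when adjusted over the controls alone.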

### Annotation and expression profiles of DBM induced stress-related genes

Annotation against higher level GeneOntology terms at TAIR [18,19] revealed that many of the genes up-regulated by DBM feeding fall into the functional categories 'transport', 'response to abiotic or biotic stimulus (stress)', 'protein metabolism', and 'transcription'. In order to analyze expression profiles of stress-related genes in more detail, we retrieved curator annotated TAIR gene lists for the categories 'response to pest, pathogen or parasite' or 'response to wounding' as well as for genes associated with children terms of these categories. We further limited these lists to those genes that have been annotated based on experimental evidence resulting in 150 stress-related genes after removal of duplicates. Of these, 128 were represented on the microarray and 30 (23%) were differentially expressed in response to DBM feeding. 

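THI2.1 (At1g72260), a thionin toxic to microbes, rose at 8 h to 2.03 (SE 0.39, adjusted p = 0.0249) in 2 biological replicates. The chlorophyll-degrading and wound-induced gene CLH1 (At1g19670) stood at 2.51 (SE 0.51, adjusted p = 0.0246) and, at 24 h, at 2.72 (SE 0.51, adjusted p = 0.0455). Of 28 genes in Fig. 3A matched to a single-locus probe, 13 rose at 8 h or 24 h by limma over all probes and none fell. Adjusted over the list alone, 18 rose and 1 fell at 8 h and 23 rose and 2 fell at 24 h, but the study chose these genes on the same samples, so the counts are not independent evidence. THI2.1 and CLH1 lose their calls at 8 h without replicate 1 (adjusted p = 0.198 and 0.244) and without replicate 2 (adjusted p = 0.113 and 0.0884). Every 24 h call is lost without either replicate, and CLH1 then has adjusted p = 0.159 to 0.313. Of the 11 calls of the list at 8 h, 4 are found without replicate 1 and 3 without replicate 2, and the negative control probes had a median of 1.28.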

Expression data for these genes were used for hierarchical cluster analysis shown with expression maps in Figure 3.

**Figure 3:**
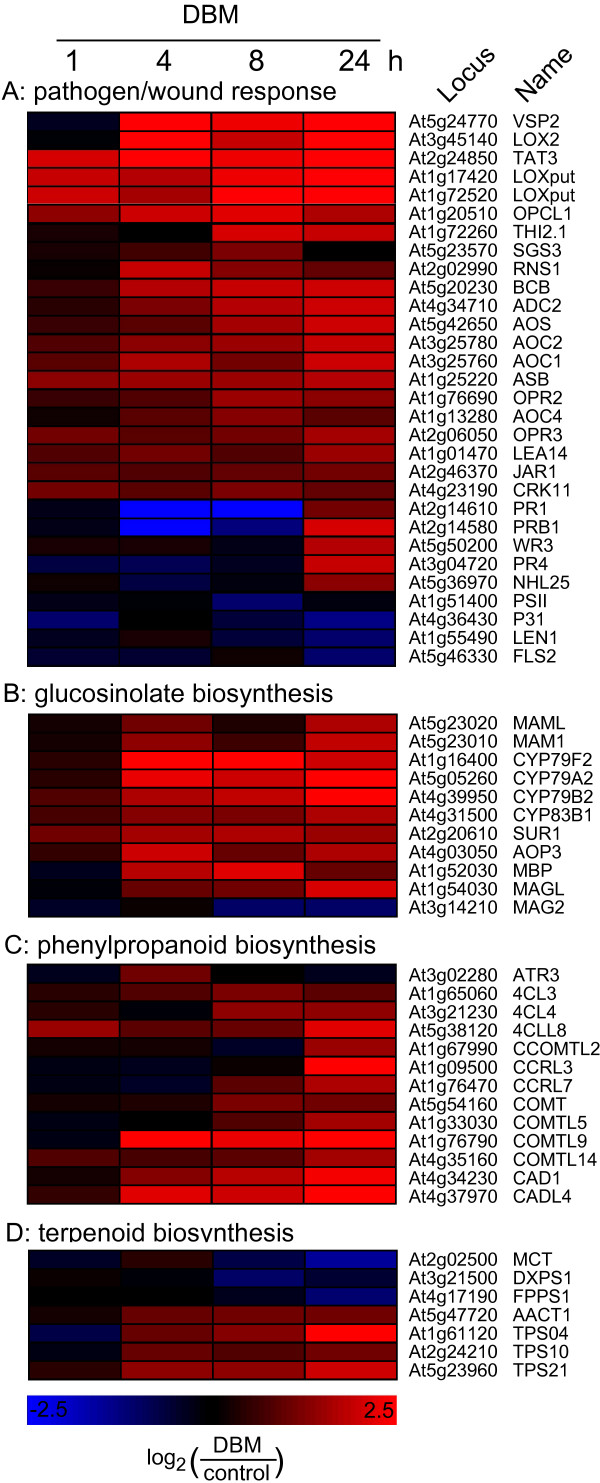
**Expression profiles of defence related genes and genes of secondary metabolism upon herbivory**. (A) A list of curator annotated genes involved in response to pathogens or wounding was retrieved from TAIR [18] Thirty of these genes were differentially expressed in response to DBM feeding in at least one time point and mean expression ratios for these genes were used to generate the heatmap. Bright red indicates a more than 5.7-fold higher level of transcript abundance (expression) in herbivore treated plants compared to control plants; bright blue indicates a more than 5.7-fold lower expression. (B) 22 Arabidopsis genes have been characterized as being involved in glucosinolate biosynthesis [32] and eleven of those were found differentially expressed in at least one time point upon DBM herbivory. These genes were used to generate the heatmap shown here. C) Of 78 genes encoding enzymes of the phenylpropanoid pathway and homologs thereof [9], thirteen were found differentially expressed as shown. Note that only CAD1, 4CL3, and 4CL4 are characterized enzymes while all other represent homologs of known phenylpropanoid genes. (D) Of 229 genes annotated to be involved in Arabidopsis isoprenoid metabolism [11], 30 genes (13%) were differentially expressed upon DBM feeding. Shown as a heatmap are selected genes involved in mono-, sesqui,- or diterpene biosynthesis. For details on expression data and gene name abbreviations search Additional File 1 using the locus identifier provided.

Most of these DBM-affected stress-related genes were strongly up-regulated within 1 to 4 h after the onset of DBM feeding (Figure 3), and the majority were associated with wound response. In contrast, only five genes were up-regulated only at the 24 h time point, including two pathogenesis-related (PR) genes (PR1/At2g14610 and PRB1/At2g14580) that are associated with salicylic acid dependent pathogen defence. These genes are down-regulated early during DBM feeding before being up-regulated at 24 h. 

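A list of 16 known jasmonate and wound response markers was set before the data were examined. The paper's figures and tables of these samples had been read by then, so the list is not independent of them. It had a median log2 ratio of 0.31 at 1 h, which did not pass, and of 1.84 at 4 h, where it rose (adjusted p = 6.83e-12). At 4 h RNS1 (At2g02990), a ribonuclease of wounded leaves, had 1.94 (SE 0.35, adjusted p = 0.107) and VSP1 (At5g24780), a leaf storage protein with phosphatase activity, had 4.25 (SE 0.71, adjusted p = 0.13), and 5.51 (SE 0.71, adjusted p = 0.0091) at 8 h. Of 11 to 12 markers measured, 0 passed at 4 h over all genes, 6 at 8 h and 4 at 24 h, and adjusted over the list alone 8, 10 and 8 did. The list's medians were 2.06 at 8 h and 1.68 at 24 h, and its shift holds with an estimated correlation at 4 h, 8 h and 24 h (adjusted p = 9.6e-09, 0.000103 and 2.97e-07). Both without 8 h replicate 1 (adjusted p = 0.101) and without replicate 2 (adjusted p = 0.0518) VSP1 loses its call. Of the 6 calls at 8 h, 0 are found without replicate 1 and 1 without replicate 2, and at 24 h none without either. The 8 h median of the negative control probes was 1.28.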

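PR1 (At2g14610), the classical salicylic acid marker, had a log2 ratio of 1.39 (SE 0.53, adjusted p = 0.256) at 24 h over 2 biological replicates and PRB1 one of 2.14 (SE 0.51, adjusted p = 0.0858), both above 0 without passing. NHL25 (At5g36970), a gene of pathogen response, had 1.48 (SE 0.29, adjusted p = 0.0506), and PR4 (At3g04720), a chitin-binding protein, 1.90 (SE 0.43, adjusted p = 0.076). PBS3 (At5g13320), needed for salicylic acid build-up, had 0.92 (SE 0.26, adjusted p = 0.123). A list of 13 measured salicylic acid and systemic resistance genes had a median of 0.37 and rose as a list (adjusted p = 0.0177), with 0 genes called over all genes and 3 adjusted over the list alone. The list's call is lost with an estimated correlation (adjusted p = 0.084) and without 24 h replicate 2 (median 0.40, adjusted p = 0.0882).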

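At 4 h PRB1 had a log2 ratio of -3.18 (SE 0.51, adjusted p = 0.0912) and PR1 one of -2.89 (SE 0.53, adjusted p = 0.152), the lowest of the salicylic acid list, with 2 biological replicates each. At 8 h PRB1 had -1.03 (adjusted p = 0.263), and PR1 was not measured. Another pathogenesis-related gene, PR2 (At3g57260), a glucanase of the cell wall, had 0.93 (adjusted p = 0.252) at 4 h and 0.63 (adjusted p = 0.235) at 24 h. GRX480 (At1g28480), a glutaredoxin that links salicylic acid to jasmonate signalling, was the exception in rising at 8 h, to 1.32 (SE 0.31, adjusted p = 0.0423). Adjusted over the list alone, 2 of 14 genes fell and 1 rose at 4 h, while none passed over all genes. Whichever 8 h replicate is left out, GRX480 loses its call (adjusted p = 0.29 without replicate 1, 0.141 without replicate 2). On the negative control probes the 8 h median was 1.28.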

Many of the wound-response genes that are strongly up-regulated by DBM are involved in octadecanoid biosynthesis. 

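The 16 measured genes of jasmonate biosynthesis had median log2 ratios of 0.69 at 1 h, 0.95 at 4 h, 1.28 at 8 h and 1.41 at 24 h, and rose as a list at every time. Their list calls hold with an estimated correlation, at adjusted p = 0.000871 at 4 h, 0.0152 at 8 h and 0.000223 at 24 h. The oxophytodienoate reductase OPR1 (At1g76680) rose to 1.65 (SE 0.25, adjusted p = 0.00831) at 8 h and 1.35 (SE 0.25, adjusted p = 0.0411) at 24 h, and JAR1 (At2g46370), which couples jasmonate to isoleucine, to 1.10 (SE 0.23, adjusted p = 0.0257) and 1.20 (SE 0.23, adjusted p = 0.0464). Over all genes 0 of the 16 passed at 1 h and 4 h, 7 at 8 h and 4 at 24 h, and adjusted over the list alone 6, 9, 11 and 10 did. At 8 h 3 of these calls are found without replicate 1 and 2 without replicate 2, and the negative control probes had a median of 1.28 there, with 1.99 in replicate 1 and 0.29 in replicate 2. Without either 24 h replicate no probe on the array is called at 24 h, and the genes named here then have adjusted p = 0.229 to 0.368.

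**Figure D1:**
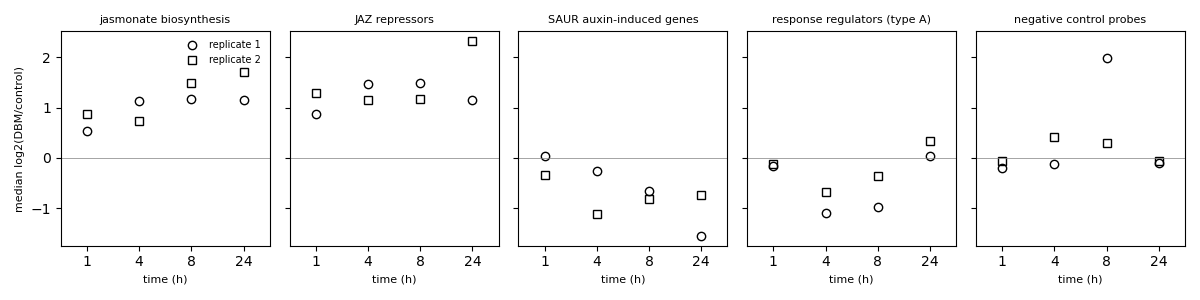
Median log2 ratio (DBM over control) in each of the 2 biological replicates for jasmonate biosynthesis genes, JAZ repressors, SAUR genes, type-A response regulators and the array's negative control probes of random sequence.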

All known enzymatic steps of the octadecanoid pathway were represented in the cluster of DBM-induced genes (Figure 3A). These include the lipoxygenase LOX2 (At3g45140), two other putative lipoxygenases (At1g17420 and At1g72520), the single copy allene oxid synthase AOS (CYP74A, At5g42650), the allene oxide cyclases AOC1 (At3g2576), AOC2 (At3g25780), and AOC4 (At1g13280), the 12-oxophytodienoate reductases OPR2 (At1g76690) and OPR3 (At2g06050), and 3-oxo-2-(2'-[*Z*]-pentenyl)cyclopentane-1-octanoic acid *C*oA *L*igase1 OPCL1 (At1g20510) [20,21]. 

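LOX2 (At3g45140), the main leaf lipoxygenase of the pathway, had 3.08 (SE 0.74, adjusted p = 0.224) at 4 h, 2.06 (adjusted p = 0.142) at 8 h and 2.62 (adjusted p = 0.128) at 24 h in 2 biological replicates, none of them past the test. The lipoxygenase genes LOX3 and LOX4 (At1g72520) rose at 8 h, to 2.44 (SE 0.27, adjusted p = 0.00301) and 3.26 (SE 0.40, adjusted p = 0.00448), and at 24 h, to 3.17 (adjusted p = 0.00954) and 2.57 (adjusted p = 0.0297). The allene oxide synthase gene AOS (At5g42650) had 1.73 (SE 0.57, adjusted p = 0.111) and 2.09 (adjusted p = 0.116), and of the cyclases AOC2 (At3g25780) rose to 1.75 (SE 0.28, adjusted p = 0.0104) and 1.94 (adjusted p = 0.0277), AOC4 (At1g13280) to 1.45 (SE 0.28, adjusted p = 0.0185) at 8 h, and AOC1 (At3g25760) had 2.08 (SE 0.45, adjusted p = 0.0644) at 24 h. OPR3 (At2g06050), whose enzyme makes the precursor that becomes jasmonate, rose to 1.32 (SE 0.32, adjusted p = 0.0461) at 8 h, OPR2 (At1g76690) to 1.67 (SE 0.27, adjusted p = 0.0109), and the ligase gene OPCL1 (At1g20510), which readies the precursor for shortening, to 2.29 (SE 0.45, adjusted p = 0.0216). On leaving out an 8 h replicate, LOX3, LOX4, OPR2 and OPCL1 keep their calls (adjusted p = 0.0258 to 0.0481) and the others lose theirs (adjusted p = 0.0924 to 0.206) without replicate 1, and LOX3 and LOX4 keep their calls (adjusted p = 0.0215 and 0.025) and the others lose theirs (adjusted p = 0.05 to 0.221) without replicate 2. At 24 h no call remains without replicate 1 or without replicate 2, and the genes named here then have adjusted p = 0.0598 to 0.229. For comparison, the negative control probes had a median of 1.28 at 8 h.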

Other genes in this group of up-regulated wound-response genes are involved in the shikimate pathway (anthranilate synthase, *ASB*, At1g25220), and tocopherol biosynthesis (tyrosine aminotransferase, *TAT*, At2g24850) [22,23].

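TAT3 (At2g24850), the tyrosine aminotransferase gene named here, had 2.10 (SE 0.62) at 1 h, 2.77 (adjusted p = 0.189) at 4 h and 2.47 (adjusted p = 0.0502) at 8 h, and rose to 4.42 (SE 0.62, adjusted p = 0.0245) at 24 h in 2 biological replicates. The anthranilate synthase alpha subunit gene ASA1 (At5g05730), at the entry of tryptophan synthesis, rose to 1.70 (SE 0.32, adjusted p = 0.0462) at 24 h. ST2A (At5g07010), which sulfates a hydroxylated jasmonate, rose at 8 h to 1.24 (SE 0.27, adjusted p = 0.0304). ST2A loses its call at 8 h without replicate 1 (adjusted p = 0.121) and without replicate 2 (adjusted p = 0.183). The 24 h calls are lost when either 24 h replicate is left out, and the genes named here then have adjusted p = 0.115 to 0.312. No probe was matched to the anthranilate synthase beta subunit gene, which is not analysed here. The negative control probes had a median of 1.28 at 8 h.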

We further analyzed expression patterns of genes of secondary metabolite pathways that are known to be affected by herbivory, namely glucosinolate, phenolic and terpenoid metabolism (Figure 3B–D). Many transcripts of these pathways were differentially expressed upon DBM feeding. 

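MAM1 (At5g23010), whose enzyme lengthens the methionine chain, had 1.51 (SE 0.32, adjusted p = 0.167) at 4 h and rose to 1.93 (SE 0.32, adjusted p = 0.0355) at 24 h in 2 biological replicates, and its neighbour MAML (At5g23020), which makes the longer chains, had 1.14 (SE 0.31, adjusted p = 0.274) and rose to 1.72 (SE 0.31, adjusted p = 0.0396). IPMI_SSU3 (At3g58990), a subunit of the isomerase that follows, had 1.74 (SE 0.42, adjusted p = 0.0893) at 24 h. The genes of aliphatic glucosinolate synthesis, 16 measured at 4 h and 17 at 24 h, had medians of 0.83 at 4 h and 0.81 at 24 h and rose as a list at both times (adjusted p = 7.77e-08 and 0.000206), but not at 8 h, where the median was 0.50. With an estimated correlation both calls are lost (adjusted p = 0.109 at 4 h and 0.276 at 24 h), the 4 h call is lost without 4 h replicate 1 (median 0.33, adjusted p = 0.131) and the 24 h call without 24 h replicate 2 (median 0.35, adjusted p = 0.107). Over all genes 2 passed at 24 h and adjusted over the list alone 6. No 24 h call holds without 1 of the 24 h replicates, and the genes named here then have adjusted p = 0.0943 to 0.297. At 8 h the array's negative controls had a median of 1.28.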

For the glucosinolate pathway, two genes involved in the chain elongation of methionin (*MAM1 *and *MAML*, At5g23020 and At5g23010) were up-regulated, while two other members of the *MAM *gene family [24] were not detectibly differentially expressed. Also up-regulated were cytochrome P450 monooxygenases involved in the biosynthesis of various glucosinolates: CYP79A2 (At5g05260) catalyzing the conversion of phenylalanine to the corresponding oxime in benzylglucosinolate biosynthesis [25]; CYP79B2 (At4g39950) converting tryptophan and tryptophan analogs to the oxime in indole glucosinolate biosynthesis [26]; CYP79F2 (At1g16400) involved in the synthesis of long chain aliphatic glucosinolates [27]; and CYP83B1 (At4g31500) catalyzing the oxidation of indole-3-acetyldoxime in indole glucosinolate biosynthesis [28]. 

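CYP79B2 (At4g39950), which turns tryptophan into its oxime, rose to 2.15 (SE 0.51, adjusted p = 0.0416) at 8 h and 2.75 (SE 0.51, adjusted p = 0.0417) at 24 h in 2 biological replicates. CYP79F2 (At1g16400), of the long-chain aliphatic branch, rose at 8 h to 2.56 (SE 0.55, adjusted p = 0.0291) and had 1.97 (adjusted p = 0.122) at 24 h, and CYP83B1 (At4g31500), the next step of the indole branch, had 1.37 (SE 0.35, adjusted p = 0.0537) and 1.76 (adjusted p = 0.0514). CYP81F2 (At5g57220), which modifies indole glucosinolates for defence, rose at 8 h to 2.81 (SE 0.56, adjusted p = 0.0222), and the sulfotransferase gene SOT18 (At1g74090), of the last step of core synthesis, to 1.51 (SE 0.26, adjusted p = 0.0129). Both without 8 h replicate 1 (adjusted p = 0.0936 to 0.207) and without replicate 2 (adjusted p = 0.08 to 0.21) CYP79B2, CYP79F2, CYP81F2 and SOT18 lose their calls. Leaving out either 24 h replicate leaves no call at 24 h, and CYP79B2 then has adjusted p = 0.0598 to 0.274. The negative control median at 8 h was 1.28, and the CYP79A2 probe also matches a second locus and is not named as a gene here.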

CYP79B2 is also involved in camalexin and auxin biosynthesis [29,30]. 

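GGP1 (At4g30530), a peptidase that processes the glutathione conjugates of the glucosinolate core, rose to 1.75 (SE 0.26, adjusted p = 0.00814) at 8 h and 2.06 (SE 0.26, adjusted p = 0.0202) at 24 h in 2 biological replicates. The glutathione transferase genes of the same stage lay above 0, with 1.33 (SE 0.35, adjusted p = 0.0584) for GSTF10 (At2g30870) and 1.09 (SE 0.25, adjusted p = 0.0452) for GSTF11 (At3g03190) at 8 h, of which the latter passed. SUR1 (At2g20610) had 2.01 (SE 0.56, adjusted p = 0.288) at 4 h, 1.83 (adjusted p = 0.0946) at 8 h and 1.54 (adjusted p = 0.218) at 24 h. Fitted without 8 h replicate 1, GGP1 and GSTF11 lose their calls (adjusted p = 0.1 and 0.258), and fitted without replicate 2, GGP1 keeps its call (adjusted p = 0.0265) and GSTF11 loses its (adjusted p = 0.162). Every 24 h call is lost without either replicate, and GGP1 then has adjusted p = 0.0954 to 0.188. Negative control probes stood at a median of 1.28 at 8 h.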

DBM feeding further induced the C-S-lyase (SUR1, At2g20610) that converts S-(alkylacetohydroximoyl)-L-cysteines to the corresponding thiohydroximic acids [31]. While none of the three myrosinase encoding genes present in Arabidopsis [32] were differentially expressed at detectable levels, two myrosinase associated proteins (MAG) were affected. Of these MAG2 (At3g14210), which has been characterized as a quantitative trait locus (termed epithiospecifier 1; ESM1) controlling the ratio of nitrile to isothiocyanate production during glucosinolate hydrolysis [33], was suppressed by DBM feeding, while the related gene MAGL (At1g54030) was induced.

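TGG1 (At5g26000), a myrosinase of leaves, had a log2 ratio of -0.73 (SE 0.63, adjusted p = 0.633) at 24 h in 2 biological replicates and did not pass at any time. The nitrile specifier gene NSP1 (At3g16400), which turns the hydrolysis of glucosinolates toward nitriles, rose to 3.00 (SE 0.56, adjusted p = 0.0178) at 8 h and 3.37 (SE 0.56, adjusted p = 0.0351) at 24 h, and the myrosinase binding protein gene MBP1 (At1g52040) to 2.71 (SE 0.56, adjusted p = 0.0252) at 8 h. Another nitrile specifier gene, NSP5 (At5g48180), had 1.21 (SE 0.32, adjusted p = 0.111) at 24 h. The 8 genes of a glucosinolate hydrolysis list rose as a list at 4 h (median 0.92, adjusted p = 0.00116) and 24 h (median 1.59, adjusted p = 0.00308), with 0 and 2 genes over all genes, and 4 higher at 4 h and 5 higher and 1 lower at 24 h adjusted over the list alone. Both list calls are lost with an estimated correlation (adjusted p = 0.0669 and 0.084), that of 4 h without 4 h replicate 1 (median 0.92, adjusted p = 0.161), and that of 24 h without 24 h replicate 2 (median 1.46, adjusted p = 0.215). Whichever 8 h replicate is left out, NSP1 and MBP1 lose their calls (adjusted p = 0.211 and 0.238 without replicate 1, 0.0627 and 0.098 without replicate 2). Without either 24 h replicate no probe on the array is called at 24 h, and NSP1 then has adjusted p = 0.129 to 0.273. Set beside this, the array's own negative controls had an 8 h median of 1.28.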

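ESM1 (At3g14210), which favours isothiocyanates over nitriles, had -0.83 (SE 0.33, adjusted p = 0.177) at 8 h and -0.95 (SE 0.33, adjusted p = 0.2) at 24 h in 2 biological replicates, below 0 at both without passing. The related lipase-like gene MAGL (At1g54030) had 1.27 (SE 0.37, adjusted p = 0.0795) at 8 h and rose to 2.19 (SE 0.37, adjusted p = 0.0351) at 24 h. At 24 h no call remains without replicate 1 or without replicate 2, and MAGL then has adjusted p = 0.0927 to 0.273.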

Relatively few genes that have been functionally characterized to encode enzymes of the phenylpropanoid pathway are induced by DBM feeding (Figure 3C), but many of the genes of this pathway just failed the call to be significantly differentially expressed at stringent conditions. In contrast, eight genes with similarity to known phenylpropanoid genes but otherwise of unknown function were transcriptionally up-regulated (Figure 3C).

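CAD1 (At4g34230), an alcohol dehydrogenase of lignin synthesis, rose to 1.98 (SE 0.29, adjusted p = 0.00738) at 8 h and 2.45 (SE 0.29, adjusted p = 0.0178) at 24 h in 2 biological replicates. The coumarate ligase gene 4CL4 (At3g21230) rose at 8 h to 1.54 (SE 0.24, adjusted p = 0.00958), and PAL2 (At3g53260), at the entry of the pathway, had 0.83 (SE 0.27, adjusted p = 0.109). The phenylpropanoid list rose as a list at 24 h (median 0.44, adjusted p = 0.00548), with 1 of 16 genes over all genes and 5 adjusted over the list alone, and not at 8 h (median 0.41, adjusted p = 0.0583), with 3 of 14 genes. The 24 h call is lost with an estimated correlation (adjusted p = 0.135) and without 24 h replicate 2 (median 0.39, adjusted p = 0.0674). At 8 h, CAD1 and 4CL4 lose their calls (adjusted p = 0.0711 and 0.0529) without replicate 1, and CAD1 keeps its call (adjusted p = 0.0399) and 4CL4 loses its (adjusted p = 0.0665) without replicate 2. The 24 h calls are lost when either 24 h replicate is left out, and CAD1 then has adjusted p = 0.125 to 0.159. A median of 1.28 was measured at 8 h on the negative control probes.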

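The alcohol dehydrogenase-like gene CADL4 (At4g37970) rose to 2.19 (SE 0.44, adjusted p = 0.0239) at 8 h and 2.71 (SE 0.44, adjusted p = 0.0348) at 24 h in 2 biological replicates. At 24 h the methyltransferase-like gene COMTL9 (At1g76790) had 2.89 (SE 0.65, adjusted p = 0.0713), the coumarate ligase-like gene 4CLL8 (At5g38120) 2.27 (SE 0.57, adjusted p = 0.095), and the reductase-like gene CCRL3 (At1g09500) 2.56 (SE 0.74, adjusted p = 0.129), none of them past the test. Of 12 genes matched in Fig. 3C, which the study chose on these samples, 4 rose over all genes at 8 h and 2 at 24 h. Without 8 h replicate 1, CADL4 loses its call (adjusted p = 0.292), and without replicate 2, CADL4 keeps its call (adjusted p = 0.0432). No 24 h call holds without 1 of the 24 h replicates, and CADL4 then has adjusted p = 0.149 to 0.258. The 8 h median of the negative control probes was 1.28.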

Related to terpenoid biosynthesis, two differentially expressed genes encoding enzymes of the methylerythritol phosphate pathway, 1-deoxy-D-xylulose 5-phosphate synthase (DXPS1, At3g21500) and 2-C-methyl-D-erythritol 4-phosphate cytidyltransferase (MCT, At2g02500) [11] were down-regulated by DBM feeding. In contrast the only gene of the mevalonate pathway that was detected as affected by DBM feeding encodes acetoacetyl-CoA thiolase (AACT1, At5g47720) and was up-regulated. In addition, a farnesyl diphosphate synthase (FPPS1, At4g17190) and three of the more than thirty Arabidopsis terpene synthase genes (TPS04, At1g61120; TPS10, At2g24210; TPS21, At5g23960) [10] were up-regulated by DBM feeding (Figure 3D).

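DXPS1 (At3g21500), a synthase-like gene of the plastid pathway, had a log2 ratio of -0.82 (SE 0.40, adjusted p = 0.259) at 8 h in 2 biological replicates and did not pass. Later steps of that pathway lay close to 0 at 8 h, with -0.34 (adjusted p = 0.567) for MDS (At1g63970) and -0.32 (adjusted p = 0.636) for HDS (At5g60600). The cytidyltransferase gene is not analysed here, since no single-locus probe was matched to it.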

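The thiolase gene AACT2 (At5g48230), which opens the mevalonate pathway, had -0.45 (SE 0.38, adjusted p = 0.636) at 24 h in 2 biological replicates, and the mevalonate kinase gene MK (At5g27450) -0.96 (SE 0.29, adjusted p = 0.15). The 7 measured genes of the mevalonate list, counted to the farnesyl diphosphate synthases, had a median of -0.46 at 24 h and fell as a list (adjusted p = 0.00656, and 0.0409 with an estimated correlation), a call that is lost with undetected channels at the limit (median -0.46, adjusted p = 0.058). Adjusted over the list alone 3 fell, while none passed over all genes. At 4 h and 8 h the list did not pass (medians 0.02 and -0.23, adjusted p = 0.837 and 0.329). AACT1 is not analysed here, since no single-locus probe was matched to it.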

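TPS04 (At1g61120), whose product is the precursor of a homoterpene that leaves release under attack, rose to 1.36 (SE 0.32, adjusted p = 0.0482) at 8 h and 2.94 (SE 0.32, adjusted p = 0.0184) at 24 h in 2 biological replicates. TPS10 (At2g24210), which makes monoterpenes such as linalool, had 1.10 (SE 0.55, adjusted p = 0.574) at 4 h and 1.07 (adjusted p = 0.376) at 24 h, and the sesquiterpene synthase gene TPS21 (At5g23960) 1.47 (SE 0.38, adjusted p = 0.275) and 1.99 (adjusted p = 0.0558). TPS23 (At3g25830), a cineole synthase gene, rose at 8 h to 1.73 (SE 0.40, adjusted p = 0.0378). The farnesyl diphosphate synthase genes FPPS1 (At4g17190) and FPS1 (At5g47770), at the branch to sterols and sesquiterpenes, had -1.10 (SE 0.31, adjusted p = 0.123) and -0.96 (SE 0.24, adjusted p = 0.0968) at 24 h. The list of 8 terpene synthase genes did not pass at 8 h (median 0.07, mean 0.34, adjusted p = 0.716), nor did its 9 members at 24 h (median 0.11, adjusted p = 0.139). Leaving out 8 h replicate 1, TPS04 and TPS23 lose their calls (adjusted p = 0.383 and 0.398), while leaving out replicate 2, TPS23 keeps its call (adjusted p = 0.014) and TPS04 loses its (adjusted p = 0.0943). Leaving out either 24 h replicate leaves no call at 24 h, and TPS04 then has adjusted p = 0.099 to 0.175. On the negative control probes the 8 h median was 1.28.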

### Expression profiles of phytohormone related genes affected by DBM feeding

Based on the relatively large number of transcripts up-regulated by DBM that are associated with biosynthesis of octadecanoids (Figure 3), we compared these transcripts profiles with those associated with other signalling molecules and phytohormones, namely salicylic acid, ethylene, auxin, abscisic acid, brassinosteroids, cytokinin, and gibberellic acid (Figure 4). For this purpose, we retrieved TAIR gene lists that had been curator annotated to be either involved in the metabolism of these signalling molecules, to be part of the signal transduction mediated by, or to be responsive to these compounds.

**Figure 4:**
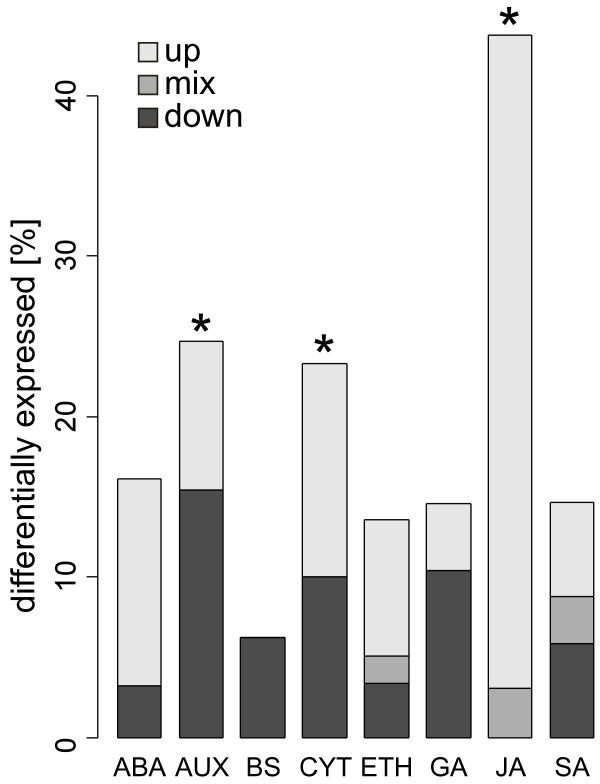
**Differential expression of genes associated with signalling molecules**. Based on curator annotated Gene Ontology categories at TAIR, *A. thaliana *genes were identified that are (i) involved in the metabolism of, (ii) are part of the signal transduction mediated by, or (iii) are responsive to signalling compounds (i.e., ABA: abscicic acid; AUX: auxin; BS: brassinosteroid; CYT: cytokinin; ETH: ethylene; GA: giberellic acid; JA: jasmonates; SA: salicylic acid). Fractions of genes that are differentially expressed upon DBM herbivory (in % of the genes in each category) in at least one time point (p[t-test] < 0.05, fold-change > 2) are shown. The fraction of down-regulated genes is shown in dark grey, the fraction with mixed expression over the time course in medium grey, and the fraction of up-regulated genes in light grey. Stars indicate that the frequency of differentially expressed genes in the given functional group is significantly higher (p[hyper] < 0.05) than the frequency observed in the set of all genes represented on the microarray.

We found that genes associated with the signalling molecules jasmonate, auxin, and cytokinin were significantly over-represented among genes up-regulated by DBM feeding based on a hypergeometric distribution (*p *[hyper] < 0.05) (Figure 4). For comparison, while 11% of all probes on the microarray that are associated with an AGI identifier were differentially expressed upon DBM feeding, 44% of the genes associated with jasmonate biosynthesis, signalling, or response were differentially expressed upon DBM feeding, and all were significantly up-regulated in at least one time point (Figure 4 and Figure 5). In contrast, genes associated with the signal compounds salicylic acid and ethylene were not more frequently differentially expressed than expected for any randomly chosen group of genes. In contrast to jasmonate-related transcriptome signatures, many genes related to salicylic acid and ethylene signalling were transiently down-regulated followed by a late induction during DBM feeding (Figure 4 and Figure 5).

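JAZ1 rose to 2.80 (SE 0.29, adjusted p = 0.00233) at 8 h and 2.63 (SE 0.29, adjusted p = 0.0169) at 24 h in 2 biological replicates, and JAZ2 (At1g74950), a repressor of the same family, to 2.28 (SE 0.36, adjusted p = 0.0091) and 1.86 (SE 0.36, adjusted p = 0.0465). JAZ10 (At5g13220), whose splice forms resist breakdown, rose at 24 h to 2.31 (SE 0.39, adjusted p = 0.0355), and JAZ7 (At2g34600), linked to dark-induced senescence, to 3.71 (SE 0.38, adjusted p = 0.0285). At 8 h the JAZ7 probe was above the detection limit in the DBM channel alone, which bounds its change at 5.98-fold or more. Of 15 jasmonate genes of Fig. 5 with a single-locus probe, chosen on these samples, 10 rose at 8 h and 7 at 24 h over all genes, and 14 and 15 adjusted over the list alone. Of the 10, 5 are called without 8 h replicate 1 and 3 without replicate 2. If 8 h replicate 1 is left out, JAZ1 keeps its call (adjusted p = 0.0323) and JAZ2 loses its (adjusted p = 0.0898), and if replicate 2 is left out, JAZ1 keeps its call (adjusted p = 0.0164) and JAZ2 loses its (adjusted p = 0.0556). Every 24 h call is lost without either replicate, and the genes named here then have adjusted p = 0.0643 to 0.312. For comparison, the negative control probes had a median of 1.28 at 8 h.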

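ACS8 (At4g37770), a synthase of the ethylene precursor, rose at 8 h to 2.72 (SE 0.49, adjusted p = 0.0155) in 2 biological replicates, and At1g77330, an oxidase-like gene of ethylene formation, to 2.67 (SE 0.46, adjusted p = 0.0129). ACS6 (At4g11280), another synthase of the precursor that is turned on by wounding, had 1.55 (SE 0.46, adjusted p = 0.0867). The 14 measured genes of an ethylene synthesis and response list did not pass at any time, with medians of 0.15 at 4 h, -0.03 at 8 h and 0.21 at 24 h (adjusted p = 0.255, 0.905 and 0.193). The list's mean at 8 h, 0.23, lies on the other side of 0 from its median. The paper's 8 ethylene genes of Fig. 5, chosen on these samples, had medians of -0.22, -0.36, -0.19 and 1.92 at 1, 4, 8 and 24 h. Of these 8 genes, 2 rose at 8 h and 0 at 24 h over all genes. Adjusted over them alone, 3 rose and 1 fell at 8 h, and 5 rose and 1 fell at 24 h. Of the 8 h calls named, ACS8 and At1g77330 lose their calls (adjusted p = 0.218 and 0.188) without replicate 1, and ACS8 and At1g77330 keep their calls (adjusted p = 0.0329 and 0.0296) without replicate 2. The negative control probes had a median of 1.28 at 8 h.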

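The ethylene response gene ERF1 (At3g23240), which joins ethylene and jasmonate signals, had log2 ratios of 0.79 (SE 0.24) at 1 h, 0.39 at 4 h and 0.56 (adjusted p = 0.296) at 24 h in 2 biological replicates. WRKY70 (At3g56400), a factor between salicylic acid and jasmonate signalling, had -0.43 (adjusted p = 0.661) at 4 h, -0.74 (adjusted p = 0.143) at 8 h and 0.08 (adjusted p = 0.925) at 24 h. The ethylene receptor gene ETR1 (At1g66340) had 0.22 (adjusted p = 0.853) at 4 h and -0.32 (adjusted p = 0.607) at 24 h. The salicylic acid list had medians of -0.13 at 4 h and -0.53 at 8 h, neither past the test (adjusted p = 0.165 and 0.18). The paper's 5 salicylic acid genes of Fig. 5, chosen on these samples, had medians of -0.45, -0.69, -0.25 and 1.39 at 1, 4, 8 and 24 h. Adjusted over them alone, 2 fell and 0 rose at 4 h, and 2 rose and 0 fell at 24 h.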

**Figure 5:**
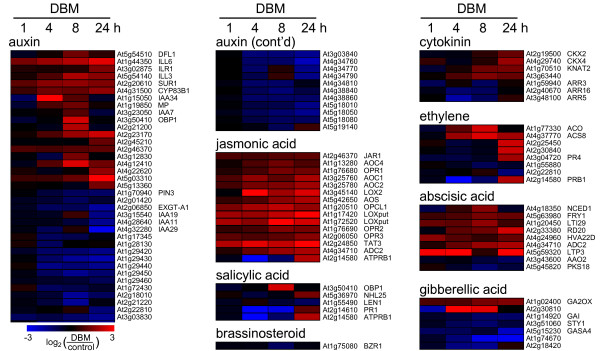
**Expression profiles of hormone related genes affected by DBM feeding**. Based on curator annotated Gene Ontology categories at TAIR, A. thaliana genes were identified that are (i) involved in the metabolism of, (ii) are part of the signal transduction mediated by, or (iii) are responsive to signalling compounds (i.e., ABA: abscicic acid; AUX: auxin; BS: brassinosteroid; CYT: cytokinin; ETH: ethylene; GA: gibberellic acid; JA: jasmonate; SA: salicylic acid). Shown as a heatmap are genes in these categories that are differentially expressed upon herbivory in at least one time point (p[t-test] < 0.05, fold-change > 2). Bright Red indicates a more than 5.7-fold higher transcript abunance in herbivore treated plants compared to control plants; bright blue indicates a more than 5.7 fold lower expression. AGI information and gene names are given on the right, for detailed information on each gene see Additional File 2.

Genes associated with gibberellic acid, brassinosteroids, and abscisic acid were also not over-represented among the differentially expressed genes (Figure 4). However, among those genes that were differentially expressed, most genes associated with abscisic acid were rapidly up-regulated upon herbivory, while genes associated with gibberellic acid were predominantly down-regulated (Figure 4 and Figure 5).

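ERD10 (At1g20450), a dehydrin that protects drying cells, had 1.22 (SE 0.32) at 1 h and rose at 8 h to 1.90 (SE 0.32, adjusted p = 0.0121), and CYP707A3 (At5g45340), which breaks abscisic acid down, rose at 8 h to 2.51 (SE 0.37, adjusted p = 0.00781), both over 2 biological replicates. RD29B (At5g52300), a marker of abscisic acid response, had 2.10 (SE 0.43, adjusted p = 0.149) at 4 h, and RD20 (At2g33380), of drought response, 2.58 (SE 0.54, adjusted p = 0.059) at 24 h. The abscisic acid and dehydration list rose at 1 h (median 0.57), 4 h (0.97, adjusted p = 4.13e-07) and 24 h (0.84, adjusted p = 5.06e-05), with 0, 0 and 1 genes over all genes and 2, 3 and 3 adjusted over the list alone, but not at 8 h (0.39, adjusted p = 0.122). With an estimated correlation the 24 h call is lost (adjusted p = 0.084), those of 1 h and 4 h remain (adjusted p = 0.034 and 0.037), and the 1 h call is lost without 1 h replicate 2 (0.14, adjusted p = 0.464). Of gibberellin genes, only GASA6 and GASA4 fell over all genes, and the 14 to 16 measured genes of that list did not pass at 4 h, 8 h or 24 h (medians -0.02, -0.08 and 0.13). The 6 matched gibberellic acid genes of Fig. 5, chosen on these samples, had medians of -0.95, -1.12 and -0.42 at these times. Adjusted over those genes alone, 4 fell and 2 rose at 4 h, 3 fell and 1 rose at 8 h, and 2 fell and 1 rose at 24 h. On leaving out an 8 h replicate, ERD10 and CYP707A3 lose their calls (adjusted p = 0.0711 and 0.0844) without replicate 1, and CYP707A3 keeps its call (adjusted p = 0.0399) and ERD10 loses its (adjusted p = 0.09) without replicate 2. At 8 h the array's negative controls had a median of 1.28.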

In addition to genes associated with jasmonate signalling, genes associated with the hormones auxin and cytokinin were also over-represented in the DBM affected transcriptome (Figure 4). 

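CKX4 (At4g29740), an oxidase that breaks cytokinin down, rose at 24 h to 1.81 (SE 0.31, adjusted p = 0.041) in 2 biological replicates, and CKX6 (At3g63440), of the same family, at 8 h to 1.75 (SE 0.37, adjusted p = 0.028), with 1.26 (adjusted p = 0.137) at 24 h. CKX2 (At2g19500) had 1.22 (SE 0.49, adjusted p = 0.267) at 24 h. ARR5 (At3g48100), a negative regulator that cytokinin itself induces, had -1.91 (SE 0.25, adjusted p = 0.0645) at 4 h and ARR7 (At1g19050) -1.43 (SE 0.33, adjusted p = 0.203), while ARR16 (At2g40670) fell at 8 h to -1.01 (SE 0.24, adjusted p = 0.0438). The 7 measured type-A response regulators fell as a list at 4 h (median -0.93, adjusted p = 1.02e-07, and 8.58e-05 with an estimated correlation) and 8 h (median -0.73, adjusted p = 0.00811), and were at 0.19 at 24 h. The 8 h call is lost with an estimated correlation (adjusted p = 0.0848) and without 8 h replicate 1 (-0.35, adjusted p = 0.145). Over all genes 0 and 1 passed at 4 h and 8 h, and 5 and 3 adjusted over the list alone. The 5 cytokinin oxidases rose as a list at 24 h (median 1.22, adjusted p = 0.0177), but not without 24 h replicate 1 (1.69, adjusted p = 0.0893) or with undetected channels at the limit (1.22, adjusted p = 0.0508). Fitted without 8 h replicate 1, CKX6 and ARR16 lose their calls (adjusted p = 0.335 and 0.244), and fitted without replicate 2, CKX6 keeps its call (adjusted p = 0.036) and ARR16 loses its (adjusted p = 0.166). Without either 24 h replicate no probe on the array is called at 24 h, and CKX4 then has adjusted p = 0.127 to 0.291. Negative control probes stood at a median of 1.28 at 8 h.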

While three cytokinin oxidase family members involved in cytokinin catabolism were up-regulated late in the feeding experiment, several cytokinin response regulators are transiently down-regulated during herbivory (Figure 5). Likewise, a large group of auxin-induced genes were transcriptionally down-regulated starting at 4 h after the onset of herbivory feeding (Figure 4). However, a smaller group of genes in the same group displayed a reverse expression pattern, as did some genes involved in auxin metabolism and the auxin-response transcription factor *MONOPTEROUS *(Figure 5) [34]. 

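SAUR50 (At4g34760), a small auxin-induced growth gene, fell at 24 h to -2.17 (SE 0.40, adjusted p = 0.041) in 2 biological replicates, and the auxin repressor genes IAA29 (At4g32280) and IAA19 (At3g15540), tied to shade and elongation growth, to -2.69 (SE 0.47, adjusted p = 0.0371) and -1.52 (SE 0.29, adjusted p = 0.0481). SAUR10 (At2g18010) fell at 8 h to -1.63 (SE 0.35, adjusted p = 0.0301), and SAUR20 (At5g18020) had -2.33 (SE 0.43, adjusted p = 0.0511) at 24 h. The 22 measured SAUR genes had medians of -0.80 at 4 h, -0.69 at 8 h and, for 21 of them, -1.09 at 24 h, and fell as a list at each time (adjusted p = 4.35e-08, 0.00811 and 1.67e-09). With an estimated correlation the calls at 4 h and 8 h are lost (adjusted p = 0.0769 and 0.524) and that at 24 h remains (0.0448), and the 4 h call is lost without 4 h replicate 2 (-0.26, adjusted p = 0.102) and the 8 h call without 8 h replicate 2 (-0.65, adjusted p = 0.309). Over all genes 0, 1 and 1 SAUR genes passed, and 0, 5 and 13 adjusted over the list alone. SAUR10 loses its call at 8 h without replicate 1 (adjusted p = 0.28) and without replicate 2 (adjusted p = 0.0893). At 24 h no call remains without replicate 1 or without replicate 2, and the genes named here then have adjusted p = 0.137 to 0.421. Set beside this, the array's own negative controls had an 8 h median of 1.28.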

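GH3.3 (At2g23170), which links auxin to amino acids, rose to 1.90 (SE 0.28, adjusted p = 0.00751) at 8 h and 2.48 (SE 0.28, adjusted p = 0.0169) at 24 h in 2 biological replicates. The hydrolase genes that release auxin or jasmonate from amino acids also rose, ILL6 (At1g44350) to 2.22 (SE 0.31, adjusted p = 0.00637) and 2.74 (SE 0.31, adjusted p = 0.0169), ILL3 (At5g54140) to 2.06 (SE 0.31, adjusted p = 0.00814) at 8 h and ILR1 (At3g02875) to 1.55 (SE 0.24, adjusted p = 0.0295) at 24 h. The auxin-induced gene At4g12410 rose to 2.71 (SE 0.41, adjusted p = 0.00831) and the factor gene ARF10 (At2g28350), which represses auxin response, to 4.85 (SE 0.65, adjusted p = 0.00574), while MP (At1g19850) had 1.40 (SE 0.51, adjusted p = 0.148). Of 47 auxin genes of Fig. 5 with a single-locus probe, chosen on these samples, 7 rose and 2 fell at 8 h and 6 rose and 3 fell at 24 h. Adjusted over the list alone, 14 rose and 13 fell at 8 h and 12 rose and 18 fell at 24 h. The medians were -0.01 and -0.50. At 8 h, ILL3 keeps its call (adjusted p = 0.035) and the others lose theirs (adjusted p = 0.0529 to 0.118) without replicate 1, and GH3.3, ILL6, At4g12410 and ARF10 keep their calls (adjusted p = 0.0157 to 0.0495) and ILL3 loses its (adjusted p = 0.0579) without replicate 2. The 24 h calls are lost when either 24 h replicate is left out, and the genes named here then have adjusted p = 0.0598 to 0.228. A median of 1.28 was measured at 8 h on the negative control probes.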

Overall, our results highlight the importance of jasmonate in herbivore induced signalling, and may also suggest roles for cytokinin and auxin as well.

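The gene lists were set before the data were examined, but after the paper's figures and tables of these samples had been read. Of the lists, the JAZ repressors, which jasmonate induces, rose at each time. Their medians were 1.09, 1.47, 1.44 and 1.86 at 1, 4, 8 and 24 h over 2 biological replicates. Over all genes 0, 0, 3 and 5 of them passed, and 5, 6, 7 and 8 adjusted over the list alone. With an estimated correlation the list has adjusted p = 5.22e-09, 6.18e-05 and 2.56e-15 from 4 h on. Its estimate was -0.015 and was taken as 0, below the preset 0.01, so for this list the check was no stricter than the main test. JAZ9 (At1g70700) shows the size of the single-gene changes, with 1.34 (SE 0.31, adjusted p = 0.0375) at 8 h and 1.73 (SE 0.31, adjusted p = 0.0383) at 24 h. Both without 8 h replicate 1 (adjusted p = 0.224) and without replicate 2 (adjusted p = 0.159) JAZ9 loses its call. Of the 3 genes called at 8 h, 1 is found without each of the replicates, and at 24 h none is. The paper reasons from the share of hormone-related genes that changed, which it compares with the share on the whole array, and states that the jasmonate genes among them all rose. The 8 h median of the negative control probes was 1.28.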

### Expression profiles of genes associated with signal transduction

To gain insights into possible signalling processes elicited by DBM feeding, we analyzed expression profiles of genes known or predicted to be involved with signal transduction such as protein kinases, transcription factors, and genes involved in the 26S proteasome pathway (Figure 6). For these genes we retrieved information for complete gene families from PlantsP (protein kinases [35]), AtTFDB (transcription factor families [36]), and PlantsUBQ (26S proteasome gene families [37]).

**Figure 6:**
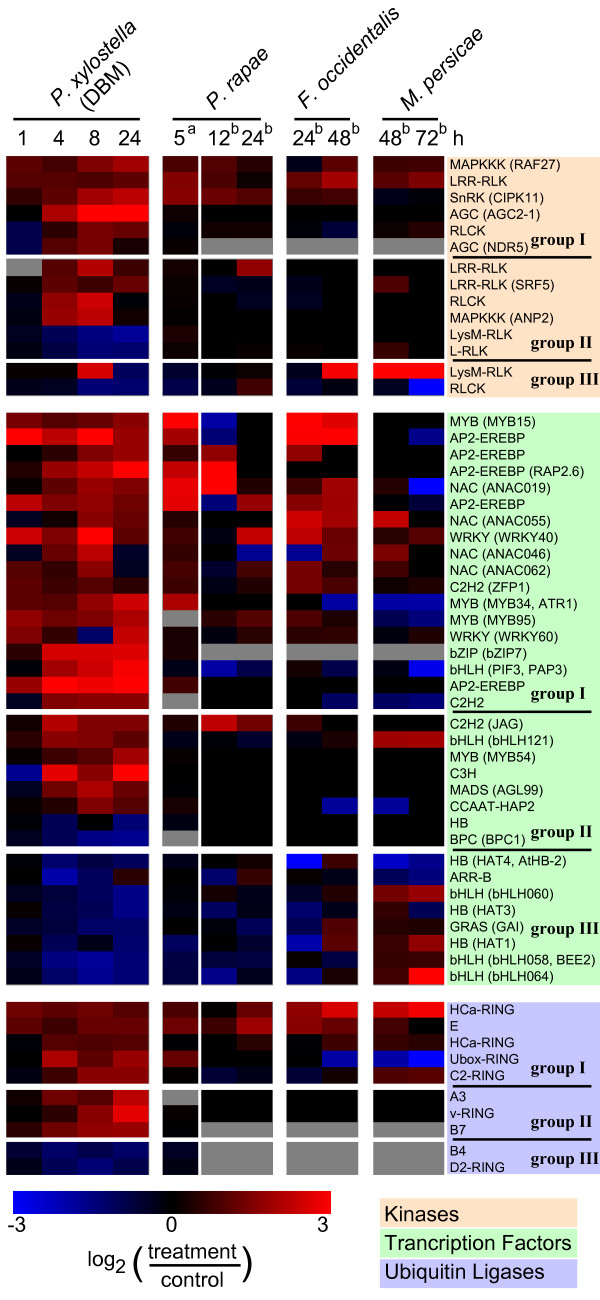
**Gene expression profiles of genes associated with signal transduction components**. Gene information was retrieved from PlantsP (protein kinase families), AtTFDB (transcription factor families), and PlantsUBQ (26S proteasome gene families). 902 protein kinases were present on the array used for DBM herbivory profiling, of which 14 were differentially expressed in at least two time points. 35 transcription factors were differentially expressed in at least two time points among the 1,409 genes represented on the array used. Expression profiles of these genes are displayed as heatmaps: Bright red indicates a more than 5.7-fold higher expression in herbivore treated plants compared to control plants; bright blue indicates a more than 5.7-fold lower expression. Grey indicates missing data. AGI information and sub-family names are given on the right. Gene names are indicated in brackets were applicable. For detailed information on each gene see Additional File 2. The left panel shows results obtained upon DBM treatment (this study). To the right previously published results for the same genes obtained with large scale expression profiling experiments upon herbivory with *P. rapae*, *F. occidentalis*, and *M. persicae *are given (^a^CATMA array platform [3]; ^b^Affymetrix ATH1 array platform [1])

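The receptor-like kinase gene ALE2 (At2g20300), known from epidermis formation, rose at 8 h to 2.55 (SE 0.43, adjusted p = 0.0119) in 2 biological replicates. The pollen receptor-like kinase gene PRK4 (At3g20190) had -1.69 (SE 0.36, adjusted p = 0.0595) at 24 h. Of 96 kinase genes with a single-locus probe in Additional File 2, which the study chose on these samples, 39 rose and 2 fell at 8 h and 6 rose at 24 h by limma over all probes. Their median log2 ratio was 1.16 at 8 h and 0.13 at 24 h. Of the 39, 7 are found without 8 h replicate 1 and 23 without replicate 2. Without 8 h replicate 1, ALE2 loses its call (adjusted p = 0.118), and without replicate 2, ALE2 keeps its call (adjusted p = 0.00817). On the negative control probes the 8 h median was 1.28.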

Of the 902 protein kinases present on the microarray, 98 were differentially expressed, 71 were up-regulated, while 27 were down-regulated (Additional File 2). Fourteen kinases were differentially expressed in at least two time points (Figure 6). Most genes in this group code for receptor-like kinases such as leucin rich repeat (LRR) and peptido-glucan (LysM) binding domain containing kinases. In addition, two mitogen activated protein kinase kinase kinases (MAPKKK) were transcriptionally up-regulated: ANP2 (At3g46160) is a MAPKKK protein related to *Nicotiana *protein kinase 1 (NPK1) which may negatively regulate stress responses [38]; and Raf27 (At4g18950) contains an ankyrin domain but has not been further characterized. 

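The leucine-rich repeat kinase gene LRR XI-23 (At1g09970), which is induced by wounding, had 1.09 (SE 0.30, adjusted p = 0.0688) at 8 h in 2 biological replicates and 1.12 (adjusted p = 0.112) at 24 h. The cysteine-rich receptor-like kinase gene CRK11 (At4g23190) had 0.01 (SE 0.33, adjusted p = 0.993) at 24 h, and the repeat kinase gene SRF5 (At1g78980) 0.83 (SE 0.33, adjusted p = 0.171) and 1.18 (adjusted p = 0.123). Of 14 kinases that the paper lists at 2 or more time points, 13 had a single-locus probe here. Of these 13, 6 rose at 8 h or 24 h over all genes and none fell, in a list chosen on these samples. For comparison, the negative control probes had a median of 1.28 at 8 h.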

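ANP2 (At3g46160) rose at 8 h to 2.35 (SE 0.35, adjusted p = 0.00831) in 2 biological replicates and stood at 0.26 (adjusted p = 0.786) at 24 h. RAF27 (At4g18950) rose at both times, to 1.58 (SE 0.26, adjusted p = 0.0109) and 1.89 (SE 0.26, adjusted p = 0.0245). Leaving out 8 h replicate 1, ANP2 and RAF27 lose their calls (adjusted p = 0.112 and 0.0961), while leaving out replicate 2, ANP2 keeps its call (adjusted p = 0.0158) and RAF27 loses its (adjusted p = 0.0607). No 24 h call holds without 1 of the 24 h replicates, and RAF27 then has adjusted p = 0.139 to 0.179. The negative control probes had a median of 1.28 at 8 h.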

A calcium-dependent protein kinase, At2g3036 (CIPK11, SnRK3.22) which is a member of a plant specific protein kinase family that specifically interacts with the calcium sensor protein CalcineurinB-like [39], was also up-regulated by DBM feeding. Finally, two AGC kinases (protein kinases A, G, and C), which belong to a family of effectors of the intracellular second messengers cAMP, cGMP, phospholipids, and Ca^2+ ^[40], were up-regulated upon herbivory.

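AGC2-1 (At3g25250), a kinase of oxidative burst and root hair signalling, rose to 3.46 (SE 0.51, adjusted p = 0.00793) at 8 h and 3.15 (SE 0.51, adjusted p = 0.0335) at 24 h in 2 biological replicates, and the other AGC kinase gene, At2g20470, had 1.54 (SE 0.39, adjusted p = 0.0531) at 8 h and 0.35 (adjusted p = 0.728) at 24 h. The calcium-regulated kinase gene CIPK11 (At2g30360), which acts on the proton pump, rose to 1.93 (SE 0.35, adjusted p = 0.0159) and 2.27 (SE 0.35, adjusted p = 0.0297). If 8 h replicate 1 is left out, CIPK11 keeps its call (adjusted p = 0.0481) and AGC2-1 loses its (adjusted p = 0.114), and if replicate 2 is left out, AGC2-1 keeps its call (adjusted p = 0.0228) and CIPK11 loses its (adjusted p = 0.128). Leaving out either 24 h replicate leaves no call at 24 h, and the genes named here then have adjusted p = 0.154 to 0.254. At 8 h the array's negative controls had a median of 1.28.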

Among the 1,409 transcription factors represented on the array, 173 were differentially expressed in at least one time point, with 118 being up-regulated and 53 down-regulated, while two displayed a mixed expression (Additional File 2). 

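The bHLH factor gene PIF3 (At1g09530), known from light signalling, rose to 2.59 (SE 0.37, adjusted p = 0.00721) at 8 h and 2.95 (SE 0.37, adjusted p = 0.0202) at 24 h in 2 biological replicates, and the C2H2 factor gene JAG (At1g68480), of organ growth, at 8 h to 2.41 (SE 0.39, adjusted p = 0.0108). The stress factor gene WRKY60 (At2g25000) rose at 24 h to 2.11 (SE 0.37, adjusted p = 0.0427). Of 169 transcription factor genes with a single-locus probe in Additional File 2, chosen on these samples, 63 rose and 7 fell at 8 h and 14 rose and 3 fell at 24 h, with medians of 1.23 and 0.15. Of the 8 h increases 10 are found without replicate 1 and 36 without replicate 2, and the negative controls had a median of 1.28. Of the 8 h calls named, PIF3 and JAG lose their calls (adjusted p = 0.0671 and 0.154) without replicate 1, and PIF3 and JAG keep their calls (adjusted p = 0.0428 and 0.0207) without replicate 2. Every 24 h call is lost without either replicate, and the genes named here then have adjusted p = 0.0598 to 0.402.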

Thirty five transcription factors were differentially expressed in at least two time points, ten of which were down-regulated and 25 were up-regulated (Figure 6). 

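HAT3 (At3g60390), a homeodomain gene of shade response and leaf polarity, fell at 24 h to -1.63 (SE 0.31, adjusted p = 0.0465) in 2 biological replicates. Its relatives lay below 0 without passing, HAT1 (At4g17460) at -1.27 (SE 0.41, adjusted p = 0.168) and HB17 (At2g01430) at -1.32 (SE 0.34, adjusted p = 0.0996) at 24 h and HB-2 (At4g16780), a shade-induced gene, at -1.21 (SE 0.33, adjusted p = 0.284) at 4 h. The bHLH gene bHLH121 (At3g19860), of iron balance, moved the other way at 8 h, to 1.68 (SE 0.35, adjusted p = 0.0277). Of 21 bHLH genes that the study lists as changed at any time, 7 rose and 2 fell at 8 h or 24 h. On leaving out an 8 h replicate, bHLH121 loses its call (adjusted p = 0.328) without replicate 1, and bHLH121 keeps its call (adjusted p = 0.0372) without replicate 2. Without either 24 h replicate no probe on the array is called at 24 h, and HAT3 then has adjusted p = 0.229 to 0.425. Negative control probes stood at a median of 1.28 at 8 h.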

Among the ten down-regulated transcription factors, basic helix loop helix (bHLH) and homeodomaine binding (HB) proteins of the HD-ZIP II class form the dominant group. Transcription factors that were up-regulated by DBM feeding predominantly belong to AP2-EREBP, MYB, and NAC type factors (Figure 6). 

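NAC019 (At1g52890), a drought and jasmonate response gene, rose to 1.94 (SE 0.27, adjusted p = 0.00632) at 8 h and 1.58 (SE 0.27, adjusted p = 0.0355) at 24 h in 2 biological replicates, its relative NAC3 (At3g15500) at 8 h to 1.75 (SE 0.35, adjusted p = 0.0225) and NAC062 (At3g49530), a membrane-bound stress factor, to 1.69 (SE 0.35, adjusted p = 0.0254). The cell wall regulator gene MYB54 (At1g73410) rose to 1.05 (SE 0.24, adjusted p = 0.0366) and 1.86 (SE 0.24, adjusted p = 0.0202). Increases at 8 h or 24 h were counted by family among the factors that the study lists as changed at any time. AP2-EREBP has 8 of 19, MYB 6 of 17, NAC 5 of 10, WRKY 5 of 9 and the C2H2 zinc fingers 11 of 15. Over all families the count is 70 of 169. The family lists are wider than the set of Fig. 6, changed at 2 or more times, to which the paper's statement refers. These lists were chosen on the same samples, and the negative controls had a median of 1.28 at 8 h. Fitted without 8 h replicate 1, all of them lose their calls (adjusted p = 0.0816 to 0.306), and fitted without replicate 2, NAC019 and NAC062 keep their calls (adjusted p = 0.0165 and 0.0363) and NAC3 and MYB54 lose theirs (adjusted p = 0.0858 and 0.0964). At 24 h no call remains without replicate 1 or without replicate 2, and the genes named here then have adjusted p = 0.129 to 0.342.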

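Within 1 h At2g20880, a DREB-type factor gene, had a log2 ratio of 1.85 (SE 0.33, adjusted p = 1) and MYB15 (At3g23250), a wound and cold response regulator, 1.34 (SE 0.44, adjusted p = 1), each in 2 biological replicates. WRKY40 (At1g80840), a rapid repressor of defence genes, had 2.39 (SE 0.63, adjusted p = 1), and no factor passed at 1 h. Later MYB95 rose to 1.66 (SE 0.28, adjusted p = 0.0117) at 8 h and 1.67 (adjusted p = 0.0351) at 24 h, and ERF11 at 8 h to 1.81 (SE 0.39, adjusted p = 0.0306), while MYB15 had 1.63 (adjusted p = 0.112) at 24 h. Whichever 8 h replicate is left out, MYB95 and ERF11 lose their calls (adjusted p = 0.093 and 0.187 without replicate 1, 0.0714 and 0.16 without replicate 2). The 24 h calls are lost when either 24 h replicate is left out, and MYB95 then has adjusted p = 0.125 to 0.273. The negative control median at 1 h was -0.10, and it was 1.28 at 8 h.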

Notably, three MYB and three AP2-EREBP factors were up-regulated rapidly within 1 h after the onset of DBM feeding and stayed up-regulated. Expression of all five AP-EREBP transcription factors found to be DBM-induced by microarray analysis also showed highly similar expression profiles when validated by qRT-PCR (Figure 7). 

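RAP2.6L (At5g13330), a factor gene of tissue repair and stress, had 1.63 (SE 0.44, adjusted p = 0.064) at 8 h and 1.82 (adjusted p = 0.0883) at 24 h in 2 biological replicates. At4g34410, which is induced by redox stress, had 1.79 (SE 0.28, adjusted p = 0.0536) at 24 h, and the DREB-type gene At3g57600, a negative control of Fig. 7, 0.32 (SE 0.29, adjusted p = 0.544) at 8 h. Of the other 5 genes that the panels of Fig. 7 name, which the study chose on these samples, 2 rose at 8 h or 24 h by limma on the arrays, and 1 of the 8 h calls is found without each 8 h replicate. The qRT-PCR values themselves are not analysed here. Set beside this, the array's own negative controls had an 8 h median of 1.28.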

Although several AP2-EREBP type transcription factors have been associated with regulating stress responses, to date none of the transcription factors identified here has been characterized in detail. 

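MYB34 (At5g60890) rose to 1.80 (SE 0.30, adjusted p = 0.0115) at 8 h and 2.55 (SE 0.30, adjusted p = 0.0178) at 24 h in 2 biological replicates. The 18 measured genes (17 at 4 h) of tryptophan and indole glucosinolate synthesis, many of them targets of this factor, rose as a list at each time, with medians of 0.45, 1.07, 0.93 and 0.77 at 1, 4, 8 and 24 h. With an estimated correlation the calls at 1 h and 8 h are lost (adjusted p = 0.208 and 0.251) and those at 4 h and 24 h remain (adjusted p = 0.00554 and 0.0409), and the call of 1 h is lost without 1 h replicate 2 (0.13, adjusted p = 0.55) and that of 8 h without 8 h replicate 2 (0.67, adjusted p = 0.0843). Over all genes 0, 0, 4 and 4 passed, and at 4 h, 8 h and 24 h adjusted over the list alone 12, 10 and 7. The aliphatic regulator gene MYB29 (At5g07690) lay on the other side of 0, at -0.88 (SE 0.26, adjusted p = 0.0883) at 8 h. At 8 h, MYB34 keeps its call (adjusted p = 0.0434) without replicate 1, and MYB34 loses its call (adjusted p = 0.089) without replicate 2. No 24 h call holds without 1 of the 24 h replicates, and MYB34 then has adjusted p = 0.0656 to 0.175. A median of 1.28 was measured at 8 h on the negative control probes.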

Among the DBM-induced MYB transcription factors, only MYB34/ATR1 has previously been characterized as a positive regulator of indole glucosinolate biosynthesis [41], which is consistent with results that most of its target genes were up-regulated by DBM feeding (Figure 3, Additional File 2).

**Figure 7:**
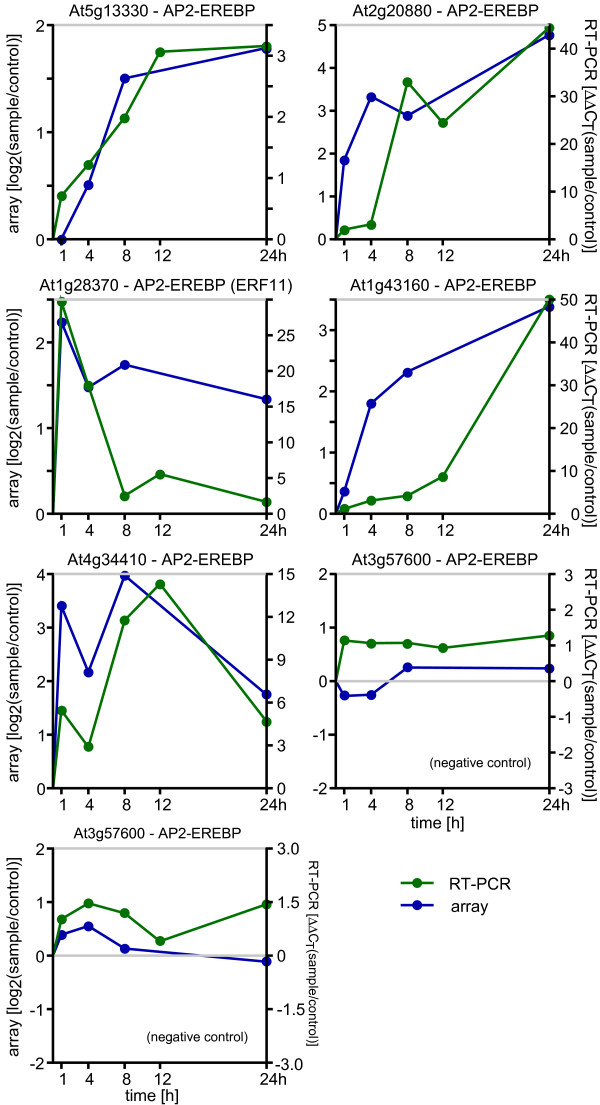
**Comparison of qRT-PCR and microarray expression data for AP2-EREBP genes**. The five AP2-EREBP genes found up-regulated in the microarray data (see Figure 6) and two AP2-EREBP genes that were not significantly differentially expressed as detected on the microarray were tested for RNA abundance using quantitative real time RT-PCR. As an internal standard, expression levels of At5g62700 (TUB, tubulin) was used to determine relative expression levels in each sample (ΔCT values). Shown in green are the ΔΔCT values comparing ΔCT values of DBM treated samples with untreated control samples at 1 h, 4 h, 8 h, 12 h, and 24 h of continuous feeding (right scale bar). For comparison, normalized log2-expression ratios found using the microarray platform are given in blue (left scale).

Targeted protein degradation via the ubiquitin/26S-proteasome pathway is another important regulatory process [42]. Among the 1,403 Arabidopsis genes annotated to be involved in this pathway, 1,230 are present on the array and 82 were differentially expressed upon DBM feeding (Additional File 2). Among these are a 75 putative E3-ubiquitin-protein-ligases that were affected by DBM, in addition to five differentially expressed 26S-proteasome components, a single ubiquitin-like gene and a E2-ubiquitin activating enzyme (UBC10, At5g53300) (the latter two were down-regulated). 

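UBC10 (At5g53300), a ubiquitin-conjugating enzyme of general protein turnover, fell at 24 h to -1.21 (SE 0.23, adjusted p = 0.0474) in 2 biological replicates. The RING-type ligase genes At5g01070 and At5g62910 rose, to 1.79 (SE 0.37, adjusted p = 0.0267) and 1.81 (SE 0.33, adjusted p = 0.0157) at 8 h and 2.78 (adjusted p = 0.0238) and 1.69 (adjusted p = 0.0492) at 24 h. The F-box genes At3g58820 and At2g27310, whose proteins pick targets for breakdown, rose at 8 h to 1.85 (SE 0.34, adjusted p = 0.0159) and 1.36 (SE 0.27, adjusted p = 0.0201). Of 81 genes with a single-locus probe in this part of Additional File 2, chosen on these samples, 33 rose and 2 fell at 8 h and 6 rose and 2 fell at 24 h, with medians of 1.13 and -0.12. Without 8 h replicate 1, all of them lose their calls (adjusted p = 0.198 to 0.274), and without replicate 2, At5g62910 and At3g58820 keep their calls (adjusted p = 0.043 and 0.0411) and At5g01070 and At2g27310 lose theirs (adjusted p = 0.0737 and 0.0576). Leaving out either 24 h replicate leaves no call at 24 h, and the genes named here then have adjusted p = 0.0927 to 0.332. The negative control probes had a median of 1.28 at 8 h, and of the 33 increases 2 are found without 8 h replicate 1 and 18 without 8 h replicate 2.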

Figure 6 shows the expression profile of ten different E3-ubiquitin-protein-ligases that were differentially expressed in at least two time points. In summary, we identified a large number of signal transduction components affected by DBM feeding. In particular, members of the AP2-EREBP family of transcription factors stand out as being rapidly induced by herbivory suggesting roles for this family in DBM induced signal transduction networks.

## Discussion

Infestation by feeding DBM larvae induces substantial overall changes in the Arabidopsis leaf transcriptome, with 1,854 array elements representing 1,664 annotated genes that were significantly induced and 1,007 elements representing 913 annotated genes that were repressed significantly. 

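Probes called at any time by limma and measured at all 4 times number 1310. Of those whose largest change was an increase, 81.6% had it at 8 h, 16.1% at 24 h, 2.05% at 4 h and 0.257% at 1 h. TOP3A (At5g63920), a topoisomerase of DNA repair, had 4.96 (SE 0.71, adjusted p = 0.0173) at 8 h, and At3g48425, a DNA repair nuclease gene, 4.62 (SE 0.66, adjusted p = 0.007) against 0.94 (adjusted p = 0.532) at 24 h, over 2 biological replicates. At4g10290, a gene with a cupin fold, had 6.90 (SE 0.42, adjusted p = 0.00105) at 8 h. TOP3A and At4g10290 have no value at 4 h and are not among the 1310. Leaving out 8 h replicate 1, At4g10290 keeps its call (adjusted p = 0.0246), At3g48425 loses its (adjusted p = 0.0613) and TOP3A is not measured, while leaving out replicate 2, At3g48425 and At4g10290 keep their calls (adjusted p = 0.0472 and 0.00806) and TOP3A is not measured. The negative control probes, of random sequence, had medians of -0.10, 0.22, 1.28 and -0.07 at 1, 4, 8 and 24 h, with values from -0.09 to 4.41 at 8 h, of which 6 rose when adjusted over the controls alone. Of the increases called at 8 h, 14 lie above that range, a count chosen after the data were seen. The top of the range is set by 1 control probe, and the next highest stood at 2.58.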

Despite continuous feeding the majority of differentially expressed genes displayed a transient expression profile with a maximum transcript abundance level at 8 h after onset of feeding and were down to their initial transcript level after 24 h (clusters B and C, Figure 2). It is not known what proportion of the induced changes of the transcriptome result in any downstream changes; and it is possible that some defence responses only require a transient burst at the level of the transcriptome to become effective and a large part of the initial response could return to the pre-attack steady-state level of gene expression. Repressor proteins, such as the recently discovered JAZ proteins involved in the mediation of jasmomate signalling [13,14], may be involved in shaping such rapid and transient responses.

Although only a few plant species have been studied for the impact of insect attack on large-scale transcriptome changes, their diversity ranges from relatively short-lived herbaceous plants to long-lived trees, including angiosperms and gymnosperms. Results obtained with these systems support the general notion that insect feeding induces massive changes of the host plant transcriptome [1-6,43,44]. A few general patterns have emerged from these studies suggesting that herbivory can results in down-regulation of primary metabolic processes while at the same time activating defence related processes including secondary defence metabolism. These findings are well supported by our analysis of the Arabidopsis transcriptome affected by DBM feeding. In addition, the massive reprogramming of primary and secondary metabolic processes as part of the insect-induced defence response involves rapid changes in signalling and other regulatory processes. 

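PSBQ1 (At4g21280), a subunit of the oxygen-evolving complex, fell at 8 h to -1.30 (SE 0.31, adjusted p = 0.0437) in 2 biological replicates, and PnsB2 (At1g64770), of the plastid dehydrogenase complex, to -1.66 (SE 0.40, adjusted p = 0.0427). PSBO1 (At5g66570), of the same oxygen-evolving complex, had -1.30 (SE 0.40, adjusted p = 0.094) and PSAG (At1g55670), of photosystem I, -1.13 (SE 0.31, adjusted p = 0.0643). The 23 measured genes of the light reactions fell as a list at 8 h (median -0.70, adjusted p = 0.000802), with 1 lower over all genes and 0 adjusted over the list alone. That call is lost with an estimated correlation (adjusted p = 0.474). At 4 h and 24 h the list did not pass (medians 0.15 and -0.24, adjusted p = 0.949 and 0.0546), nor did the Calvin cycle genes at 8 h (median -0.74, adjusted p = 0.0649). PSBQ1 and PnsB2 lose their calls at 8 h without replicate 1 (adjusted p = 0.274 and 0.419) and without replicate 2 (adjusted p = 0.162 and 0.0561). The 8 h median of the negative control probes was 1.28.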

The present study establishes a signature of DBM-induced changes of the signalling transcriptome of Arabidopsis leaves.

In order to more broadly identify common patterns of the transcriptome response of Arabidopsis to different herbivores, we compared data obtained in this study with other large scale expression analyses that used different array platforms to study the transcriptome responses induced by *P. rapae *[1,3,5], *S. littoralis *[5], *F. occidentalis *[1], *B. tabaci *[2], *M. persica *[1,15], and *B. brassicae *[15] (Figure 8; see figure legend for details on the platforms used and the time points analysed). Despite the large differences in the biological materials and the different array platforms used (in particular the coverage of the array platforms varied greatly), which precludes complete comparisons, a substantial overlap in the groups of up- or down-regulated genes was apparent (Figure 8). The highest relative degree of overlap of the DBM-affected transcriptome was found with the effect of *S. littoralis*, as DBM a leaf chewing caterpillar, with 47% (41 genes) of differentially expressed genes common on both platforms being induced by both *S. littoralis *and DBM. Similarly, between 32% and 40% (56 to 204 genes) of those genes that are in common to the respective platforms used in studies with *P. rapae *and in our analysis with DBM agreed in their general induction (Figure 8). Both *P. rapae *and DBM are leaf chewing caterpillar specialized to the *Brassicacea*. Overall lower degrees of relative overlap in the group of induced genes were found when the response induced by DBM was compared with the responses induced by cell-sucking thrips, *F. occidentalis*, or the phloem sap-feeding herbivores *M. persicae*, *B. tabaci*, and *B. brassica *with 11% to 31% of induced genes found in common. In this comparison, the highest relative degree of overlap was found with the aphid *B. brassica*, which is as DBM a specialist herbivore. Together these comparisons suggest that herbivores with a similar mode of feeding may induce a more similar transcriptome response in the host.

**Figure 8:**
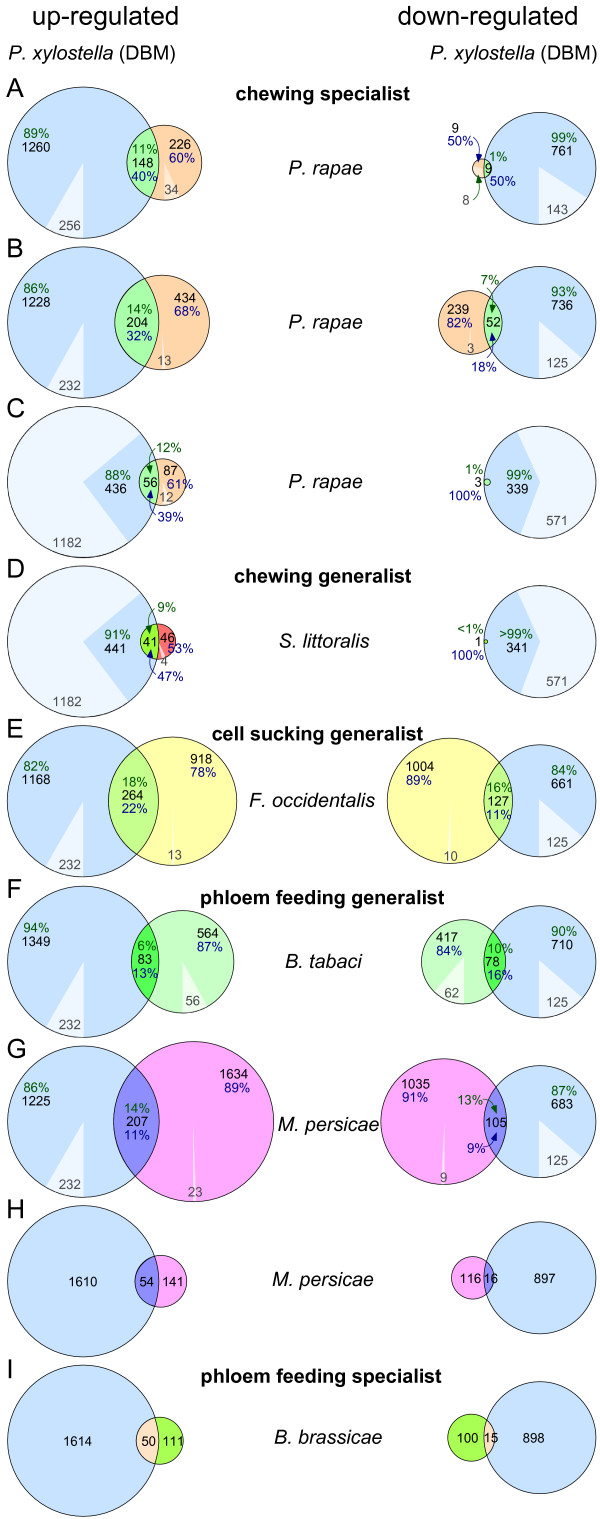
**Venn diagrams comparing the DBM induced transcriptome changes with the response to other herbivores**. The number of induced (up-regulated, left column) and repressed (down-regulated, right column) genes upon DBM feeding (indicated by blue circles) was compared with the response to other herbivory treatments that have previously been published [1-3,5,15]. Circle areas are drawn to scale to the number of genes found differentially expressed (DE). Given with absolute numbers and in percent is the fraction of differentially expressed genes that is regulated in the same overall manner in the two datasets of comparison (overlapping area), or that is affected only by DBM or only by the other herbivore. In A to G the fraction of differentially expressed genes found in a given experiment that is not present on the other array is shaded in lighter colours. For H and I the necessary microarray platform information for a detailed comparison are unpublished. If more than one time point or more than one ecotype were used, a gene was defined as DE if it was up- or down-regulated in at least one of the different treatments with the same herbivore using the same array platform. A) Herbivore: *Piris rapae*; Arabidopsis ecotype: Col; time point: 5 h; definition of DE: p(t-test) < 0.05 & foldchange > 2 (replicates: n = 7); platform: CATMA array, unique AGI loci: 15,722 [3]. B) *P. rapae*; Col; 12 h or 24 h; DE: 'present' in at least one array & foldchange > 2 (n = 1); Affymetrix ATH1, unique loci: 21,833 [1]. C) *P. rapae*; Col; 3 h to 5 h, 24 h local, or 24 h distal; DE: p(t-test) < 0.05 & foldchange > 2 (n = 5); platform: cDNA array, unique AGI loci: 7,200 [5]. D) *Spodoptera littoralis*; Col; 3 h to 5 h; DE: p(t-test) < 0.05 & foldchange > 2 (n = 5); platform: cDNA array [5]. E) *Frankliniella occidentalis*; Col; 12 h or 24 h; DE: 'present' in at least one array & foldchange > 2 (n = 1); platform: Affymetrix ATH1 [1]. F) *Bemisia tabaci*; Col; 21d; DE: SAM *q *< 3.917% & foldchange > 2 (n = 2); platform: Affymetrix ATH1 [2]. G) *Myzus persicae*; Col; 48 h or 72 h DE: 'present' in at least one array & foldchange > 2 (n = 1); platform: Affymetrix ATH1 [1]. H) *M. persicae*; Ws, Cvi, or Ler; 1d; DE: q(t-test) < 0.05 & foldchange > 2 (n = 4); oligo-array, unique AGI loci: 2,158 [15]. I) *Brevicoryne brassicae*; Ws, Cvi, or Ler; 1d; DE: q(t-test) < 0.05 & foldchange > 2 (n = 4); oligo-array [15]. Data for all pairwise comparisons as well as the numbers for multiple intersects are given in Additional File 3. This table also contains information on all genes being called DE in at least one experiment.

Surprisingly, in the meta-analysis of all microarray data represented in this comparative Arabidopsis-herbivory transcriptome study (Figure 8 and Additional File 3), we found only one gene being up-regulated in nine of the ten experiments compared: The cytochrome P450 monooxygenase CYP79B2, which catalyzes the conversion of tryptophan to indole-3-acetaldoxime, the precursor of indole glucosinolates, camalexin, and also auxin [26,29,30,45]. Six additional genes were found up-regulated in eight of the ten experiments, including three other genes related to tryptophan metabolism and glucosinolate biosynthesis as well as the jasmonate inducible tyrosine aminotransferase TAT, which is involved in tocopherol biosynthesis [22,46]. An additional 40 genes were found induced in at least six of the experiments compared (Additional File 3), and almost half of these (18 genes) were found in the GeneOntology category 'response to stress' including genes encoding enzymes of the shikimate pathway (in particular the tryptophan branch), phenylpropanoid metabolism, glucosinolate bioynthesis, glutathione metabolism, and chlorophyll degradation (Additional File 3). Genes encoding functions in the octadecanoid pathway were also found induced in most of the individual datasets of this comparative Arabidopsis-herbivory transcriptome meta-analysis. The role of octadecanoids in mediating herbivore-induced responses is well established, and it has been estimated that up to 80% of all herbivore-induced Arabidopsis genes are octadecanoid regulated [5].

Our analysis of the DBM-induced response in Arabidopsis agrees with the central role of ocatdecanoids since jasmonate related genes were significantly over-represented in the set of DBM-induced genes. While auxin and cytokinin related genes also appear to be involved in different aspects of the responses to DBM, in contrast to the jasmonate related genes, a substantial portion of the cytokinin and auxin related genes were down-regulated (Figures 4 and 5). Cytokinin and auxin are important in the control of plant morphogenesis and frequently act antagonistically [47-49]. Cytokinin is known to promote cell division, delays leaf senescence and may have a role in reallocation of resources from source to sink tissues [50]. In previous studies, auxin levels were found to be decreased in tobacco and maize after wounding or upon herbivore infestation [51,52], and external application of auxin decreased wound responses including production of jasmonate [53] and proteinase inhibitor gene expression [51]. Auxin related genes were also found to be down-regulated in wounded Arabidopsis plants [54]. Thus, auxin- and jasmonate-dependent processes may be subject to opposite regulation in the plant response to wounding or herbivory. In support of this notion, we found that many of the stress-related signal transduction components induced upon DBM herbivory are also induced by methyl jasmonate, but are repressed by auxin (Figure 9).

**Figure 9:**
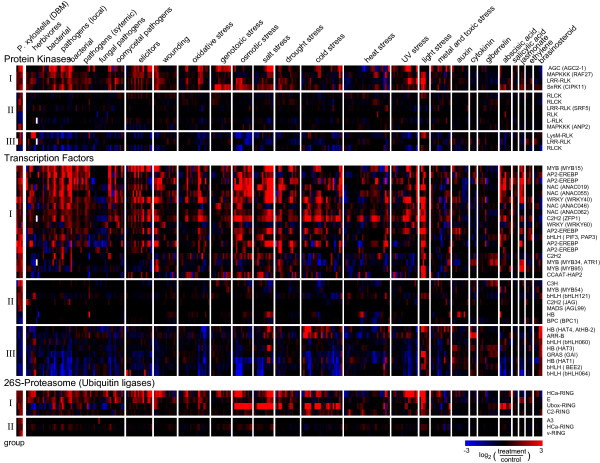
**Meta-analysis of DBM-affected signalling elements**. Expression data (normalized intensities) based on publicly available Affymetrix microarray hybridization data were retrieved from the Genevestigator database [55]. All probe sets called absent were set to the mean intensity of these undetectable probe sets for each gene. If replicate experiments were performed the mean intensity of all replicates was calculated. Expression ratios for all treatment experiments were generated using the corresponding control experiments and the log_2 _transformed ratios were used to generate a heatmap. Each column represents one experiment; each row represents one of the candidate genes as indicated to the right. Bright Red indicates a more than 5.7 fold higher expression in treated plants compared to control plants; bright blue indicates a more than 5.7 fold lower expression. Brief descriptions of the experimental treatments are given on top. Details on each experiment are given in Additional File 4.

In the present study we identified a large number of transcripts that are affected by DBM feeding and are broadly associated with signal transduction components (examples are highlighted in Figure 6 and the complete data set is provided in Additional File 2). Transcriptome patterns associated with signalling in insect attack have not been well established. In other plant species this is largely due to the smaller array platforms commonly available that may not include many transcription factors or other signalling features. Also, lack of relevant reference datasets such as those obtained from array analyses of other stress treatments in the same plant species make meta-analyses of signalling transcriptomes currently a difficult task for most plant species, except for Arabidopsis. We established a first meta-analysis of DBM-induced regulatory proteins (protein kinases, transcription factors, ubiquitin ligases) to integrate results obtained in the present microarray analysis of DBM-induced Arabidopsis leaves with previously published Arabidopsis microarray data from various treatments related to biotic and abiotic stress response (Figure 9, Additional File 4). Specifically, we selected microarray data from a total of 295 Arabidopsis samples treated with a wide range of biotic and abiotic stresses, phytohormones and biological elicitors, or other chemicals (Figure 9, Additional File 4). The data analyzed in this comparison are based on the Affymetrix ATH1 platform, were retrieved from the 'Genevestigator' database [55], and were processed as described in Additional File 4. Based on this meta-analysis, the DBM-affected transcription factors and other signalling components identified in our experiments can be divided into two large classes: (i) those that are responsive to a wide range of different forms of biotic and abiotic stress [Figure 9, group I (induced) and group III (repressed)]; and (ii) those that are not effected by most other treatments of this comparison (Figure 9 and Additional File 4, group II).

Signalling components in group-I and group-III thus constitute candidates involved generally in stress perception and transduction. Group-I and group-III transcription factors include all DBM-affected AP2-EREBP genes, the bHLH *PIF1*, *WRKY80*, *WRKY40*, the C2H2 *At5g04340*, *MYB15*, and all DBM-effected NAC type transcription factors. Most of these genes were also found to be induced by other herbivores, although with notable exceptions (Figure 6). For example, the AP2-EREBP At2g2088 is rapidly and strongly induced by DBM feeding, but appears unaffected by the other herbivore treatments, while treatments with some bacterial or fungal pathogens, drought, and abscisic acid lead to transiently induced expression (Additional File 4).

Signalling components in group-II appear to be specific to DBM treatment, as they were not found induced in most other stress treatment (Figure 9). However, lack of induction in other treatments needs to be interpreted cautiously, since different expression profiling platforms were used. The transcription factors JAG (At1g68480) and bHLH121 (At3g19860), which are members of group II, were also found induced upon herbivory with *P. rapae *and *M. persica*e, respectively (Figure 6) but were found induced in only three and five, respectively, of the other 297 stress treatments (Figure 9 and Additional File 4). JAG had previously been shown to be necessary for the development and shaping of lateral organs such as leaves [56]. Taken together, we identified a large set of signal transduction components that likely orchestrate a rapid and general response to a wide range of external stresses, but also a large set of signaling components that may mediate responses more specific to plant-herbivore responses.

Very few of the protein kinases, transcription factors and ubiquitin ligases that are affected by DBM feeding (Figure 9, Additional File 4) have well characterized functions. A notable exception is the transcription factor MYB34/ATR1 (At5g60890), which encodes a positive regulator of indole glucosinolate biosynthesis. ATR1 has previously been implied in insect-induced signalling [41] and is induced in particular late into the DBM feeding experiment. ATR1 was also found induced upon herbivory by *P. rapae *[3], but appears repressed upon treatment with *F. occidentalis *and *M. persicae *[1] (Figure 6). Three additional transcription factors, the two AP2-EREBP *RAP2.6 *(*At1g43160*) and *At2g20880 *as well as *MYB15 *(*At3g23250*), were previously identified as induced by wounding, methyl jasmonate, various pathogens, and several forms of abiotic stress [57].

## Conclusion

The Arabidopsis transcriptome changes substantially in response to leaf feeding DBM larvae. Major DBM induced changes are involved in specialized (secondary) defence metabolism and in signalling. The DBM induced response shows considerable overlap with the response induced by other insect herbivores. A first large-scale meta-analysis of Arabidopsis microarray data obtained for a large number of biotic and abiotic interactions revealed groups of transcription factors and other signalling components that are similarly affected by multiple forms of biotic or abiotic stress including DBM feeding or, alternatively, appear more specifically responsive to DBM herbivory.

## Methods

### Plant and insect materials

*Arabidopsis thaliana *plants (ecotype *Landsberg erecta*) were grown in plastic pots (10 cm wide × 8 cm tall) containing Terra-lite Redi-earth (W.R. Grace and Co., Ajax, Ontario, Canada). Each pot contained four or five plants, which were grown in a growth chamber at 20°C constant temperature, 8 hr/16 hr Light/Dark photoperiod at 50–60% ambient humidity, for 8 to 9 weeks. Short day conditions prevented the onset of flowering and the plants were thus maintained in growth stage 1 (leaf production) with 13 to 15 rosette leaves larger than 1 mm (stage 1.13 to 1.14). Diamondback moth (DBM, *Plutella xylostella*) larvae were provided by Dr. Murray Isman (Faculty of Agricultural Sciences, University of British Columbia, Vancouver, Canada) and maintained on cabbage (*Brassica oleracea*) plants in a climate-controlled room at 25°C, 12 hr photoperiod with 50%-60% relative humidity. Two days before exposing *A. thaliana *plants to herbivore treatment, plants were transferred to a climate-controlled room (22°C, 50–60% humidity, 12 hr photoperiod). For insect treatment, seven DBM larvae (third to fifth instars) were placed on a group of four or five plants until time of harvest, for each time point separately. As control, Arabidopsis plants were maintained under the same condition except without exposure to DBM larvae. Rosette leaves from DBM-exposed and control plants were harvested at 1 h, 4 h, 8 h, 12 h and 24 h after onset of herbivory. For each treatment group and time point, all rosette leaves were harvested from the four or five plants per treatment group and flash frozen in liquid nitrogen.

### Microarrays, RNA isolation, cDNA labelling, and microarray hybridization

The design and production of the *A. thaliana *26,090 element 70-mer oligonucleotide microarray was previously described with oligonucleotides designed in collaboration with and purchased from Operon (Huntsville AL, USA) [9]. All procedures for RNA isolation, RNA labelling and microarray hybridization were performed as described [9]. Microarray experiments involved two independent biological replicates for each time point and treatment with each replicate consisting of four or five plants to provide enough plant material for RNA isolation. In addition, microarray hybridizations for each time point and treatment were performed with two technical replicates (dye-flip labelling) for each of the biological replicates for a total of four dual channel microarray hybridizations per time point comparing treatment with control.

### Microarray data analysis

Microarrays were scanned with a ScanArray Express (Perkin Elmer, Woodbridge ON, Canada) scanner with laser power set to 95% and photo-multiplier-tube set to 54 to 64. We identified and quantified hybridization signals using ImaGene software (BioDiscovery, Marina Del Rey CA, USA). Grids were manually placed and spot finding was performed using the 'Auto adjust' spot function repeated three times. Spot finding was subsequently verified by visual inspection and manually adjusted when necessary. Poor spots were manually flagged (flag 1) and were not used in further data analyses. For all analyses, the median pixel intensities for each spot were used. All microarray expression data were submitted to the GEO database [58] under the accessions series GSE10681. Further analyses were performed using customized scripts for R and Bioconducter [59]. For background correction, we defined the mean of the lowest 10% of spot intensities from a particular subgrid as the background for that subgrid. This mean was subtracted from each spot in the subgrid. Signal intensities that did not exceed the background plus 3 standard deviations thereof were defined as not detectable and were excluded from further analyses. We normalized using loess curves [60]. For each array element, we first used the data from the four replicate array hybridizations (two biological replicates each with two technical replicates) for each time point and treatment to perform a paired Student's t-test using the Welch approximation to degrees of freedom. Subsequently, an analysis of variance (ANOVA) using data from all experimental samples (four normalized log_2_-expression ratios per time point for a total of 20 data points) was performed for each element. In order to assess the type I error rate, we calculated q-values estimating the false discovery rate based on the parametric p-values [17]. Genes were first placed into one of three expression groups: Group A) up-regulated genes displaying a significant (p[t-test] < 0.05) and more than twofold higher signal in insect treated leaves compared to control leaves in at least one time point; Group B) down-regulated genes displaying a significant (p < 0.05) and more than twofold lower signal in insect treated compared to control plants in at least one time point; and Group C) genes with mixed expression using the same definition as in A and B. For clustering, mean log_2_-expression ratios for genes identified as differentially expressed (DE) in at least one time point were used. To derive at a reliable dataset, we defined genes as DE only if they met all of the following criteria: (1) significant (p[t-test] < 0.05) and more than twofold difference of transcript abundance between treatment and control for at least one time point, and (2) change of expression of more than twofold between at least two time points of the treatment time course with p(ANOVA) < 0.05. K-means clustering of DE genes was performed using Genesis v1.5 [61] defining nine clusters with a maximum of 50 iterations. The normalized expression ratios and the results for all statistical analyses are summarized in Additional File 1.

### Analyses of genes of interest

Gene lists containing selected genes of interests were retrieved from 'The Arabidopsis Resource Information database' (TAIR) [18] or from published gene family compilations. Lists of genes involved in "*response to pathogens or wounding*" were retrieved from TAIR (status December 2004). We selected genes placed in the GeneOntology (GO) categories "*involved in*" the "*biological process*" "*response to pest, pathogen, or parasite*" and/or "*response to wounding*". Because of the large number of genes of uncharacterized functions associated with the GO-terms, we only selected genes if they were also curator annotated based on experimental evidence by TAIR. Children terms of these GO categories were also included in the selection of these genes. Lists of complete gene families involved in "*Arabidopsis secondary metabolism of glucosinolates, phenylpropanoids, or terpenoids*" were compiled based on published surveys of the Arabidopsis genome [9-11,32]. Complete lists of putative "*protein kinases*, *transcription factors*", and genes involved in the "*26S proteasome pathway*" were retrieved from the PlantsP (protein kinase families [35]), AtTFDB (transcription factor families [36]), and PlantsUBQ (26S proteasome gene families [37]) databases, respectively. For analysis of genes associated with "*phytohormones or signalling compounds*", curator annotated genes placed in the GO terms "*involved in the metabolism of*", "*involved in the signalling mediated by*", or "*involved in the response to*" the phytohormones or signalling molecules "*auxin*", "*abscisic acid*", "*brassinosteroid*", "*cytokinin*", "*ethylene*", "*gibberellic acid*", "*jasmonic acid*", and "*salicylic acid*" were retrieved from TAIR. Each of these gene lists was filtered to avoid multiple entries per list of the same gene.

Expression data for members of these gene lists that were found differentially expressed in our experiments according to the DE definition described above were visualized as heatmaps using Genesis v1.5 [61]. To assess if any of the groups of genes associated with phytohormones or signalling compounds was significantly overrepresented in the insect-effected Arabidopsis transcriptome, the frequency of differentially expressed genes associated with each of the different phytohormones or signalling compounds in the groups A, B, and C (see above) was compared to the frequency of all genes associated with these categories represented on the microarray using a hypergeometric distribution. Phytohormone or signalling compound GO groups were defined as significantly over-represented in the group of differentially expressed genes, when p[hyper] < 0.01.

### Quantitative real time RT-PCR (qRT-PCR)

Total RNA (15 μg) was digested with 15U DNAse in 1 × buffer (Invitrogen, Carlsbad CA, USA) for 15 min at room temperature. The reaction was stopped with EDTA (2.3 mM final concentration) and heat-inactivation (65°C, 10 min). RNA was precipitated with a 1/10 volume of 3 M sodium acetate and 2.5 volumes of ethanol at -20°C overnight, and subsequently pelleted at 20,000 × *g *for 30 min at 4°C. The precipitate was washed with 70% ethanol, centrifuged, and resuspended in RNAse free water to an approximate concentration of 1 μg/μl. Actual RNA concentration was determined spectrophotometrically. DNAse-treated total RNA (10 μg) of was used for reverse transcription with 0.27 μM T_17_VN primer, 0.15 mM dNTPs, 40 U RNAseOut, and 400 U SuperscriptII (Invitrogen) in 10 mM DTT and 1 × first strand buffer in a total volume of 40 μl. Prior to addition of enzymes the solution was heated to 65°C for 5 min and for primer annealing cooled to 42°C. Following an incubation at 42°C for 2.5 h, the RNA was degraded with 8μl 1 M sodium hydroxide for 15 min at 65°C, neutralized with 8 μl 1 M hydrochloric acid and buffered with 4 μl 1 M Tris-pH 7.5. Synthesized cDNA was purified using the Quiagen (Hilden, Germany) PCR-purification kit prior to quantitative PCR reaction using the ABI TaqMan system. The Custom TaqMan Gene Expression Assays (consisting of gene-specific TaqMan^® ^MGB probe and primer sets, supplied as 20× stocks) used for quantitative real time PCR were from the Applied Biosystems (Foster City CA, USA) Custom Oligonucleotide Synthesis Service. The gene-specific probe and primer sets were designed using the Primer Express software from Applied Biosystems. Oligonucleotide sequences of all primer pairs and the respective probes are given in Additional File 5. Multiplex PCR reaction in triplicate (20 μl) containing cDNA equivalent to 100 ng RNA were performed in 96-well plates with the Opticon 2 (BioRad, Hercules CA, USA) using 1 μl of the 20× Custom TaqMan Gene Expression Assay (consisting 900 μmole of primer/250 μmole FAM-labeled probe, final concentration) for each of the genes analyzed; 2 μl primer pair and probe combination (300 μmole of primer/125 μmole of VIC-labeled probe) of the endogenous control (β-tubulin); 10 μl of 2× TaqMan Universal PCR Master Mix (containing all necessary components for fast reaction set-up for 5' nuclease reactions, including AmpliTaq Gold DNA polymerase, and AmpErase UNG). After an initial hold at 50°C for 2 min for the activation of AmpErase UNG, and denaturing at 95°C for 10 min, 40 cycles at 95°C for 15 sec and 60°C for 1 min, followed by fluorescence reading were performed. Data analysis was done according to a protocol by Applied Biosystems. Briefly, the baseline was set such that the amplification curve growth began at a cycle number that was greater than the highest baseline number. The threshold value was set within the exponential phase of the logarithmic scale amplification plot. Relative quantification of gene expression was calculated from the threshold cycle (C_T_) values for each replicate well on the reaction plate. Relative gene expression levels were calculated manually from the exported results file. Briefly, the VIC C_T _values were subtracted from the FAM C_T _values to calculate ΔC_T _for the control and samples at each of the time points for each of the transcription factors [ΔC_T _= C_T (FAM) _- C_T (VIC)_]. The ΔC_T _values for the triplicate wells of the Control samples at each time point for each of the transcription factor were averaged to obtain the mean ΔC_T (Control)_. The mean ΔC_T (Control) _for a gene at a particular time point was then subtracted from the ΔC_T _values of this gene at that time point to calculate its ΔΔC_T (Sample) _[ΔΔC_T (Sample) _= ΔC_T (Sample) _- mean ΔC_T (Control)_]. The ΔΔC_T (Sample) _values were then averaged for the triplicate wells of each gene at each time point to normalize the target mRNA quantity to the internal control (β-Tubulin). The Average ΔΔC_T (Sample) _for each sample was then used to calculate the relative quantification values [2^-mean ΔΔC^_T_].

## Authors' contributions

JE performed and directed experiments, analyzed microarray data, and performed database analyses. SGC performed qRT-PCR experiments and analyzed data. NM assisted with microarray hybridizations. DSA supported statistical analyses. GIA performed herbivore treatments. JB conceived the study, directed experiments, and analyzed data. JE and JB wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Normalized expression data of all non-control elements upon herbivory with DBM**. Arabidopsis L*er *plants were challenged with *P. xylostella *(DBM) larvae for 1 h, 4 h, 8 h, and 24 h. Untreated control tissues were harvested in parallel. The experiment was repeated twice (biological replicates) and RNA from each treatment/control sample pair was used twice (dye-flip replicates) for hybridisation of a printed 70-mer oligonucleotide microarray containing 26,090 non control elements. Given for all non-control elements are information on the genes recognized (columns A to D), the normalized expression ratios for each hybridization (columns Y to AN), the mean ratios from the four replicates (columns L to O), clustering results (columns H and I), and the results of statistical analysis as indicated (columns F, G, J, K, P to W). Ratio considered significant (p[t-test] < 0.05 & foldchange > 2) are indicated in red (induced) or blue (repressed). Click here for file

Additional file 2 **Expression data of genes related to signalling components**. **Sheet a**: Expression data of hormone related genes affected by DBM feeding. Based on curator annotated Gene Ontology categories at TAIR (colums D and U), A. thaliana genes were identified that are (i) involved in the metabolism of, (ii) are part of the signal transduction mediated by, or (iii) are responsive to signalling compounds (i.e., abscicic acid; auxin; brassinosteroid; cytokinin; ethylene; gibberellic acid; jasmonate; salicylic acid). Shown are genes in these categories that are differentially expressed upon herbivory in at least one time point (p[t-test] < 0.05, fold-change > 2). **Sheet b**: Expression data of DBM responsive signal transduction components (protein kinases, transcription factors, and 26S proteasome components). Complete gene family information were retrieved from PlantsP (protein kinases [34]), AtTFDB (transcription factor families [35]), and PlantsUBQ (26S proteasome gene families [36]). Shown are expression data for genes found differentially expressed (p[t-test] < 0.05 and more than twofold change) in at least one time point. Click here for file

Additional file 3 **Venn analysis of differentially expressed genes**. To the left the number of communalities in the set of differentially expressed genes comparing DBM responses with previously published large scale transcriptome analyses. References are given in the title of each experiment. a and b denote the sets being intersected, with b being the last set to be intersected. First pairwise intersects are shown, then thresome intersects, etc. This comparison is based on a summary of experimental sets, i.e. a gene was counted as differentially expressed (DE) if at least one sample in a given experimental series was considered DE (see Figure 8 for definitions of DE). A list of all genes being considered as DE is given to the right. First, the maximum fold change in any of the indicated samples is given; ratios are given only if at least one treatment was called DE. Second, ratios for all time points in each experiment are given; ratios are shown only if the gene was called DE. **Sheet a**: induced genes; **sheet b**: repressed genes. Click here for file

Additional file 4 **Meta-analysis of DBM-affected signalling component**. Expression data (normalized intensities) based on publicly available Affymetrix microarray hybridization data were downloaded from the Genevestigator database [54]. All probe sets called absent were set to the mean intensity of these undetectable probe sets for each gene. If replicate experiments were performed the mean intensity of all replicates was calculated. Expression ratios for all stress related and hormone treatment experiments available were generated using the corresponding control experiments and the log_2 _transformed ratios were used to generate a heatmap. On top of each column the name, description, and the Affymetrix probeset used are indicated. Brief descriptions of each experiment and, in brackets, the experiment ID from the Genevestigator database are given. Expression ratios are colour coded, with bright yellow indicates a more than 8 fold higher expression in treated plants compared to control plants; bright blue indicates a more than 8 fold lower expression. Note that the data have been transposed relative to Figure 9 in order to fit the limitations of the spreadsheet. Click here for file

Additional file 5 **Oligonucleotide primers used for qRT-PCR**. Sequence information for oligonucleotide primers and probes used for RT-PCR of EREBP transcription factors. Click here for file

# Supplementary material for: Comparative transcriptome analysis of Arabidopsis thaliana infested by diamond back moth (Plutella xylostella) larvae reveals signatures of stress response, secondary metabolism, and signalling
**Source:** BMC Genomics. 2008 Apr 9;9:154. doi: 10.1186/1471-2164-9-154
**Supplement:** Additional file 5 — Oligonucleotide primers used for qRT-PCR. Sequence information for oligonucleotide primers and probes used for RT-PCR of EREBP transcription factors.

**Additional File 5 - Primer pair and probe (reporter) set for real time RT-PCR
of the transcription factors**

AT1G28370	Forward:	GGTACTTTCGACACTCCTGAAGAAG
	Reverse:	TCCACGAAACTCAATAGCACGTT
	Probe:	CCGCTCGTGCCTACG
AT2G20880	Forward:	ACAAAAGAGGACATCGTCGTTGA
	Reverse:	ACCCTGATTGATTTCCCTTGTTCT
	Probe:	CTCCTCTTCTCTATGGCTACTG
AT4G34410	Forward:	CTCGGATTTAGTTTGACAGAAGAAGGA
	Reverse:	GACGAATTCGGTTCGTGTTGTTAGG
	Probe:	ATAATGCATACCCGACTCTC
AT1G43160	Forward:	CCGGGTTACAACCTGTCTACCA
	Reverse:	CACCAGAGACAACATTAGTCAGCAT
	Probe:	ACACCATGTTTGAAATTG
AT5G13330	Forward:	CGCTCAGTTGCTTACGAGTAACAAT
	Reverse:	CGTTGAAAAAGGTTGACTGAAGAGA
	Probe:	ACGTGTAGTATGATAAATCA
AT3G57600	Forward:	CCAGCAAAGACTAGAAGAACTCAAGA
	Reverse:	GATTCGGTGGAGGAAGAAGACTAGAAG
	Probe:	AATAGGATTGAGATAAAAGTCC
AT1G24590	Forward:	CGTTTAGCTGACTTCCATGTCGAA
	Reverse:	TCAGCCCAACCTAACTCTCCAT
	Probe:	ATTCGGTCAGGTAAATAT

How the deposited data were processed for this re-analysis (not part of the article)

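Arabidopsis plants were fed on by DBM larvae, 7 per pot, for 1, 4, 8 or 24 h, and RNA of each was compared with that of untreated plants harvested in parallel. Each of the 4 time points has 2 biological replicates with 2 dye-flip arrays each, 16 arrays in all, and no column of another sample was used. The series text gives 12 h where the paper and the sample labels give 8 h, and 8 h is used here.

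The deposited scanner values are intensity values, the median pixel brightness of each spot and of its local background in each channel, quantified by the authors with ImaGene from the scanned images and not corrected or normalized further. The deposited value table holds log2 ratios, which the authors made by removing manually flagged spots, subtracting a subgrid background, excluding undetected spots and applying loess. The correlation of this table with the ratios computed here from the scanner values was 0.991 to 0.999 per array, which also settled its spot order and its direction as DBM over control.

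The main values start from the intensity values. Spots that the authors flagged were removed (61 to 174 per array), the mean of the lowest 10% of spots in each of 48 subgrids was subtracted, and a spot was left out where either channel did not exceed the background by 3 SD. Between 74.1 and 85.1% of the elements were measured per array. Loess was fitted per array (span 0.3, 4 iterations, control spots without weight), and the signs were turned to DBM over control. A probe needed 3 of the 4 arrays of a time point, and the dye-flip arrays of a biological replicate were averaged.

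The averages were fitted in R 4.3.3 with limma 3.58.1 and statmod 1.5.0 as group means, with 4 residual and 4.69 prior degrees of freedom, so that all time points share the estimate of the spread. P values were adjusted by Benjamini-Hochberg over the probes of a time point, and probes at an adjusted p under 0.05 are called. limma's F test and its contrasts of neighbouring times compare the time points. The methods' t-test over 4 arrays with its 2-fold limit, the methods' ANOVA and K-means with 9 clusters (50 starts) were computed beside it. The standard errors use limma's moderated spread.

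Lists of genes, 31 with 472 members, were written before the data were examined, but after the paper's figures and tables had been read. They were tested with limma's cameraPR on the brightest probe of each gene, with a correlation of 0.01 between genes and with an estimated one beside it, where 5 or more members were measured. The methylerythritol phosphate list had fewer and was not tested. An estimated correlation below 0 was taken as 0. Genes are named by a rule set before the data were examined: the 10 largest called increases and decreases per time point with 1 locus and the same sign on all arrays, the genes the paper names in its text and Figs. 3, 5, 6 and 7, and up to 4 members of each list with the smallest p. Probes that match more than 1 locus are not named as genes, and a gene is given by its brightest probe, apart from At1g18460, where both of its probes are given. Of the genes that meet this rule, 1 is not reported here.

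The steps were tested on simulated data. With 20% of the spots empty, changes of 2 and 1 on the log2 scale came back as 1.93 and 0.97, and those of -2 and -1 as -1.95 and -0.96. With 0% empty they came back as 2.40, 1.27, -2.34 and -1.26, so the background step stretches ratios where few spots are empty. Of simulated changes of log2 1, 2, 3 and 4, the limma fit called 0, 62, 96 and 98% at 1 h, 2, 68, 98 and 98% at 4 h, 0, 56, 98 and 96% at 8 h, and 4, 58, 94 and 98% at 24 h. The precision is limited by the number of biological replicates, 2 per time point.

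The alternatives set before the data were examined were the deposited log2 ratios, normexp background, print-tip loess, median centring, undetected channels at their limit, the brighter part of the probes, all 4 arrays required, an intensity trend with a robust prior, a replicate block, a model of the 16 arrays with a dye term, each replicate left out in turn, the day on which images were quantified, a mean over a gene's probes, an estimated correlation between genes, and the methods' tests. Leaving out a replicate leaves 1 sample at a time point, which is then assumed to vary like the others. Fits without the 8 h arrays and a count of increases above the range of the negative controls were added after the data were seen. Spots detected in 1 channel only were counted apart. The qRT-PCR values and the gene families behind the paper's percentages are not analysed here.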

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

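The tests of a dye effect, of genomic DNA, of dim probes, of labelled material for the floral and seed genes and of lower power at 24 h were chosen after the result was seen, where that of genomic DNA replaced earlier forms that decided nothing and that of lower power an earlier form, set before the result was seen, whose probes were selected by the outcome.

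Negative control probes of random sequence, which the paper does not discuss, were higher with DBM at 8 h for 6 of the 11 measured, with a median of 1.99 in replicate 1 and 0.29 in replicate 2. A dye effect is argued against, since 6 of the 12 lay above 0 on all 4 arrays and so in both dye orientations. Intensity-dependent normalization is argued against, since their median was 1.43 with median centring in place of loess. Genomic DNA in the labelled 8 h DBM samples cannot be told apart from other sources, since 8.97% of 390 probes of pseudogenes and transposable elements and 6.93% of 14276 protein-coding probes were called higher (Fisher exact p = 0.130). Of 5091 probes without a single locus fewer were called higher, 3.59% (Fisher exact p = 2.5e-19 against protein-coding probes). What those probes match is not known here, so they do not decide the question. A human gene control without added target, spotted 288 times, did not rise at 8 h. It stood at -0.02, with 0.15 in replicate 1 and -0.20 in replicate 2, and was dim (mean log2 intensity 5.77). No biological explanation was tested.

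Genes of floral organ identity and of seed storage rose as lists at 8 h, with medians of 1.00 and 1.10, and neither list rose at 24 h. Dim probes are argued against, since 0% of 10000 lists matched on brightness had a median as high as that of the 16 genes together, 1.05 against at most 1.03. Labelled material that also binds the negative control probes cannot be told apart from a response of these genes, since their median at 24 h, where the controls did not rise either, was -0.037, while at 8 h it was 1.09 in replicate 1 and 0.97 in replicate 2, a difference between replicates (median -0.01, from -1.84 to 2.01) not told apart from that of the controls (median 0.78, from -0.55 to 2.22, exact Wilcoxon p = 0.0565). The seed list loses its call with an estimated correlation (adjusted p = 0.161), without either 8 h replicate and under 4 other settings, and the floral list without 8 h replicate 2 (0.40, adjusted p = 0.235) and with all 4 arrays required (0.94, adjusted p = 0.0597). By the paper's methods rosette leaves were harvested, from plants that short days kept from flowering.

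Most probes called higher at 8 h were not called at 24 h, 1013 of those tested at both times, and 113 were called at both. Lower power at 24 h is argued against as the whole cause, since the median at 24 h of all 1126 increases of 8 h tested there was 0.0948 of that at 8 h (0.17 against 1.84). That share was 0.0341 and 0.0424 where the calls rest on 1 of the 8 h replicates and the 8 h median on the other. Labelled material that also binds the negative control probes cannot be told apart from a transient response, since probes of pseudogenes or without a single locus made up 17.8% of the 8 h calls not kept and 16.8% of those kept (Fisher exact p = 0.897). A response of the plant that passes by 24 h stays open, and the design gives no second series to test it.

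By limma's test over the time points 84 probes differ, with 1 higher at 4 h than at 1 h, 46 higher at 8 h than at 4 h, and 7 higher and 158 lower at 24 h than at 8 h. The first array of 4 h replicate 1 measured 74.1% of its elements, apart from the other 3 arrays of 4 h, 1 of 24 such groups tested where chance sets apart about 1 in 20. Genes of the touch and rapid wound response, which the paper does not discuss as a group, rose as a list at 1 h, 4 h and 8 h, with medians of 0.39, 0.64 and 0.65, calls that are lost with an estimated correlation (adjusted p = 0.134, 0.249 and 0.524). Genes of the light reactions fell as a list at 8 h, with a median of -0.70 and 1 of 23 genes lower, a call that is lost with an estimated correlation (adjusted p = 0.474).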

How the results depend on the processing

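The fit without the 8 h arrays and the count above the negative controls were chosen after the result was seen. The number of probes called was 0, 3, 1325 and 290 at 1, 4, 8 and 24 h. At 4 h it was 5 in the deposited log2 ratios, 8 with normexp background, 6 with undetected channels at the limit, 30 in the brighter part of the probes, 8 with all 4 arrays required and 50 with an intensity trend. At 1 h it was 1 under normexp background, undetected channels at the limit and the brighter part of the probes. At 24 h it was 547 with normexp background and 484 with the trend. With 16 arrays and a dye term the calls were 9, 331, 2480 and 1211, and 698 for the F test in place of 84. The replicate numbers do not pair across times (deviations correlate at -0.16 to 0.10), and a replicate block gave 1 call at 4 h, 1196 at 8 h, 173 at 24 h, 3 for the F test and a transient share of 9.34%. Leaving out replicates gave 1 to 12 calls at 4 h, 316 to 1486 at 8 h, 0 to 305 at 24 h and 0 to 153 for the F test.

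The methods' t-test and 2-fold limit gave 116, 500 and 1082 probes at 1, 4 and 24 h in the scanner values, 130, 532 and 1154 in the deposited log2 ratios, and 26, 114, 421 and 238 on 2 replicate averages. After Benjamini-Hochberg the counts were 0 at each time in the scanner values and on averages, and 1, 12 and 1 at 4, 8 and 24 h in the deposited log2 ratios. The methods' ANOVA gave 3849, and 552 after that correction. The share of 8 h increases lower at 24 h, 14.5%, was 17.0% in the deposited log2 ratios, 19.1% with normexp background, 12.1% with print-tip loess, 22.4% with median centring, 71.4% by fold alone and 0 to 40.2% on leaving out replicates. Lists shifted in 39 cases, and in 20 with an estimated correlation.

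The tryptophan and indole glucosinolate list was lost at 1 h and 8 h with an estimated correlation (0.45 and 0.93) and on leaving out a replicate (lowest 0.13 and 0.67, highest 0.63 and 0.98). Without 4 h replicate 1 and without 4 h replicate 2 the light reactions stood at -0.39 and 0.40 at 4 h, and the Calvin cycle at -0.75 and 0.74, each called, in opposite directions, while the full fit calls neither. Of the gene values under all settings, 10629 kept their side of the test, 524 lost and 285 gained a call, and no called value changed sign. Without the 8 h arrays 7 probes were called at 4 h and 142 at 24 h. In the full fit 14 increases at 8 h lie above the range of the negative controls, whose top is set by 1 probe. The cause of these shifts was not tested. A block for the day of image quantification was not run at 8 h and 24 h, which each have a day to themselves, and within the day shared by 1 h and 4 h the calls were 0 and 2.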

Differences from the paper's values

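The fold rule at 24 h and the other settings named here were set before the data were examined, and no test here was chosen after the result was seen. Values are listed as different where one is more than 1.5 times the other, and a value called within that limit below may still lie well apart from the paper's. By the methods' t-test and 2-fold limit, the paper's 125 probes lower at 4 h are 77 here, the paper's 559 at 8 h are 261, and the paper's 1007 at any time are 650. The paper's 20 probes that go up at one time and down at another are 13 here, and the paper's 27 listed kinases that go down are 15. With the deposited log2 ratios all 5 values equal the paper's (125, 559, 1007, 20 and 27). At 4 h and 8 h, 2 replicate averages (19 and 93) and the Benjamini-Hochberg correction (0 and 0) still differ.

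The highest adjusted p at 8 h is the paper's 0.110 among probes at p under 0.05 and 0.254 here, and among probes at p under 0.01 the paper's 0.068 and 0.155 here. The deposited log2 ratios give 0.229 and 0.142, which still differ. At 24 h and p under 0.01 it is the paper's 0.173 and 0.262 here, and 0.249 with the deposited log2 ratios, higher than the paper's but within that limit. The paper's values are q-values and those here Benjamini-Hochberg values. The share excluded is the paper's 12.5% of all spots and 19.7% of the Arabidopsis elements here. With the deposited log2 ratios it is 16.6% of the elements, higher than the paper's but within that limit. Control spots are left out of the shares computed here, so these are not over the same spots as the paper's.

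The share of increases with a transient profile is the paper's 60% and 14.5% here, where the first counts profiles and the second is a test of 24 h against 8 h. Counting folds at 24 h under 50% of the 8 h fold gives a higher share (71.4%) and the fit without 8 h replicate 2 a lower one (40.2%), both within that limit. The deposited log2 ratios (17.0%), normexp background (19.1%), print-tip loess (12.1%), median centring (22.4%), undetected channels at the limit (12.8%), the brighter part of the probes (14.7%), all 4 arrays required (15.5%), an intensity trend (16.2%) and the replicate block (9.34%) still differ. So do the fits without 1 h replicate 1 or 2 (10.6%), without 4 h replicate 1 or 2 (20.0%), and without 8 h replicate 1, 24 h replicate 1 or 24 h replicate 2 (0%).

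The text states that FPPS1 went up, while a figure of the paper draws it lower, and here it stood at -1.10 at 24 h (SE 0.31, adjusted p = 0.123). The paper counts LOX2, SUR1 and TPS10 among the induced genes. They lay above 0 here, LOX2 at 2.06 and 2.62, SUR1 at 1.83 and 1.54 and TPS10 at 0.85 and 1.07 at 8 and 24 h, and limma calls none of them at either time. Each stood higher at 4 h, also without a call. The paper's rule is an unadjusted t-test with a 2-fold limit at any time. The thresholds thus differ, and these genes are not shown to fail by the paper's own rule.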

Other observations

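The fits without 1 replicate were set before the data were examined, and reading the touch, auxin and floral lists for the account below was chosen after the result was seen. Genes of the touch and rapid wound response, which answer bending and wounding within minutes, rose as a list at 1 h (median 0.39, 11 genes, n = 2, adjusted p = 2.09e-06), 4 h (0.64, 12 genes, adjusted p = 0.000564) and 8 h (0.65, 11 genes, adjusted p = 0.0321), and not at 24 h (0.12, adjusted p = 0.431). The 3 calls are lost with an estimated correlation between genes (adjusted p = 0.134, 0.249 and 0.524). WRKY40, a regulator of defence, stood at 3.49 (SE 0.63, adjusted p = 0.0153) at 8 h and ZAT10 (At1g27730), a zinc finger repressor, at 2.08 (SE 0.49, adjusted p = 0.0426). Neither is called without either 8 h replicate (adjusted p = 0.158 and 0.0784 for WRKY40, 0.142 and 0.255 for ZAT10). The list is not called at 1 h without 1 h replicate 1 (0.18, adjusted p = 0.128), at 4 h without 4 h replicate 2 (0.22, adjusted p = 0.451) or at 8 h without 8 h replicate 2 (0.56, adjusted p = 0.359).

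The Aux/IAA genes, which encode repressors that auxin removes, fell as a list at 4 h (median -0.32, 14 genes, n = 2, adjusted p = 0.00779) and 24 h (-0.39, 13 genes, adjusted p = 0.000605). Both calls are lost with an estimated correlation (adjusted p = 0.249 and 0.084). They stood at -0.10 at 1 h (adjusted p = 0.432) and -0.02 at 8 h (adjusted p = 0.816). Of its members IAA29 (At4g32280) stood at -2.69 (SE 0.47, adjusted p = 0.0371) and IAA19 (At3g15540) at -1.52 (SE 0.29, adjusted p = 0.0481) at 24 h. Without 24 h replicate 1 or 2 neither is called (adjusted p = 0.361 and 0.137 for IAA29, 0.329 and 0.278 for IAA19). Without 4 h replicate 1 the 4 h value of the list was -0.32 and not called (adjusted p = 0.175).

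SEP3 (At1g24260), a floral regulator, rose at 8 h by 2.07 (SE 0.27, adjusted p = 0.00533), CRC (At1g69180), a carpel regulator, by 1.53 (SE 0.28, adjusted p = 0.0349), and the seed storage genes CRB (At1g03880) by 3.02 (SE 0.46, adjusted p = 0.00831) and At2S4 (At4g27170) by 2.18 (SE 0.38, adjusted p = 0.0139). SEP3 and CRB were lower at 24 h than at 8 h (-2.72, adjusted p = 0.0147, and -3.43, adjusted p = 0.0464). Without 8 h replicate 1 SEP3 (adjusted p = 0.0503), CRB (0.121) and At2S4 (0.121) are not called, and without 8 h replicate 2 SEP3 (0.0293) and CRB (0.0236) are called and At2S4 (0.0847) is not. The seed list is not called without 8 h replicate 1 or 2 (adjusted p = 0.0664 and 0.309), in the deposited log2 ratios (0.80, adjusted p = 0.151), with normexp background (0.78, adjusted p = 0.081), with median centring (1.12, adjusted p = 0.053) or with undetected channels at the limit (1.10, adjusted p = 0.0888). The floral list stood at -0.03, -0.14 and -0.19 at 1, 4 and 24 h (adjusted p = 0.721, 0.773 and 0.551), and the seed list at -0.18, 0.44 and 0.05 (adjusted p = 0.152, 0.135 and 0.497).

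Flavonoid and anthocyanin genes had medians of -0.05, 0.09, 0.04 and 0.11 at 1, 4, 8 and 24 h (adjusted p = 0.462, 0.949, 0.905 and 0.402), while DFR (At5g42800), a late enzyme of that pathway, stood at 1.41 at 24 h (SE 0.27, adjusted p = 0.0487), a call lost without either 24 h replicate (adjusted p = 0.252 and 0.305). Genes of the circadian clock stood at -0.08, 0.16, -0.14 and -0.01 (adjusted p = 0.657, 0.069, 0.651 and 0.551). Those of the heat shock response stood at -0.07, 0.03, 0.23 and 0.15 (adjusted p = 0.676, 0.788, 0.594 and 0.219), and those of leaf senescence at 0.09, 0.00, 0.09 and 0.41 (adjusted p = 0.85, 0.949, 0.978 and 0.193). The Calvin cycle list stood at -0.10, -0.08, -0.74 and -0.29 (adjusted p = 0.721, 0.87, 0.0649 and 0.207), and gibberellin genes at -0.01, -0.02, -0.08 and 0.13 (adjusted p = 0.721, 0.564, 0.384 and 0.551).

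Vascular markers had medians of -0.17, 0.02, -0.24 and -0.17 (adjusted p = 0.462, 0.681, 0.513 and 0.402) and pollen markers -0.04, 0.08, -0.02 and 0.38 (adjusted p = 0.921, 0.681, 0.616 and 0.139). Cell cycle genes stood at 0.01 at 1 h, 0.08 at 8 h and -0.09 at 24 h (adjusted p = 0.939, 0.72 and 0.551), with too few members measured at 4 h. Reference genes stood at 0.16, -0.21, 0.19 and 0.09 (adjusted p = 0.432, 0.569, 0.594 and 0.508). Cytokinin oxidases stood at 0.07 at 1 h (adjusted p = 0.908). These p values are too large to call a shift and do not show that the genes stayed level.

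Genes detected in the DBM channel alone numbered 5, 4, 16 and 7 at 1, 4, 8 and 24 h, and in the control channel alone 3, 3, 3 and 4. Among them MYB64 (At5g11050), a transcription factor, was at least 13.8-fold higher at 8 h and BAS (At1g78950), an oxidosqualene cyclase, at least 6.07-fold higher at 24 h. The largest bound at 8 h was that of At1g34240, 42.5-fold. At 8 h 1 negative control probe of random sequence was 21.3-fold higher, above the bound of MYB64.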
